# Broadly Applicable Control Approaches Improve Accuracy of ChIP-Seq Data

**DOI:** 10.3390/ijms24119271

**Published:** 2023-05-25

**Authors:** Meghan V. Petrie, Yiwei He, Yan Gan, Andrew Zachary Ostrow, Oscar M. Aparicio

**Keywords:** chromatin immunoprecipitation, controls, DNA-binding protein, genome, replication origins

## Abstract

Chromatin ImmunoPrecipitation (ChIP) is a widely used method for the analysis of protein–DNA interactions in vivo; however, ChIP has pitfalls, particularly false-positive signal enrichment that permeates the data. We have developed a new approach to control for non-specific enrichment in ChIP that involves the expression of a non-genome-binding protein targeted in the IP alongside the experimental target protein due to the sharing of epitope tags. ChIP of the protein provides a “sensor” for non-specific enrichment that can be used for the normalization of the experimental data, thereby correcting for non-specific signals and improving data quality as validated against known binding sites for several proteins that we tested, including Fkh1, Orc1, Mcm4, and Sir2. We also tested a DNA-binding mutant approach and showed that, when feasible, ChIP of a site-specific DNA-binding mutant of the target protein is likely an ideal control. These methods vastly improve our ChIP-seq results in *S. cerevisiae* and should be applicable in other systems.

## 1. Introduction

Protein–DNA interactions control all aspects of genome function, from the histones that compactly organize and regulate access to DNA to trans-acting factors binding DNA to regulate cis-elements and also to factors interacting indirectly with DNA through chromatin. Chromatin immunoprecipitation analyzed using DNA sequencing (ChIP-seq) is a widely used and relied upon method for the determination of the genomic binding sites of chromatin-associated proteins (Figure 1A) [1,2,3]. The efficacy of ChIP relies on the antibody-mediated immunoprecipitation (IP) of the intended target protein. Many available antibodies are ineffective or unavailable in sufficient quantities, so a common approach is the use of well-characterized monoclonal antibodies against commonly used peptide epitopes such as HA, MYC, and FLAG, which may be encoded into target proteins, usually without disruption to the native function. In addition to the key challenge of detecting bona fide interactions (false-negatives), one of the persistent problems associated with ChIP-seq is false-positive signals, which can be pervasive [4,5,6]. While several factors might contribute to false positives, one genomic feature that has been correlated with false-positive ChIP signals is the level of transcription, with highly transcribed regions frequently exhibiting signals across unrelated experiments, this phenomenon being referred to as hyperChIPability [5].

Because the enrichment for hyperChIPable sequences is associated with the IP step, neither an input chromatin sample nor immunoprecipitation in the absence of antibody are adequate controls that enable the subtraction of this false signal. Furthermore, ChIP with an antibody versus epitope tag in a strain lacking an epitope-tagged protein exhibited variability in the detection of hyperChIPable signals [5]. In this previous study, a more useful control to identify hyperChIPable signals for subtraction from total signals appeared to be ChIP of cells expressing an unrelated, non-DNA-binding protein, nuclear-expressed green fluorescent protein, the enrichment of which correlated with locus expression levels. These results suggest that a combination of factors, including the nature and expression of the target epitope/protein as well as the characteristics of specific antibodies, influence ChIP-enrichment of false binding loci. To solve this problem, we aimed to develop a universal approach based on epitope tag sharing by the protein of interest and a control protein, which is not expected to bind the genome specifically. Hence, ChIP in parallel with a strain expressing only the control protein would provide data on non-specific enrichment for background subtraction using normalization. We also tested an approach utilizing a specific DNA-binding mutant of the protein of interest. Both methods vastly improve the accuracy of our ChIP-seq datasets, particularly in removing likely false positives.

## 2. Results

### 2.1. Expression of an Epitope-Tagged Protein as Normalization Control

In the absence of more definitive controls, the examination of highly expressed and other hyperChiPable loci is fraught with ambiguity. More broadly, the variability in ChIP enrichment, due to multiple potential factors indicated above, emphasizes the continuing need for better control approaches. We devised a scheme to generate ChIP controls that allow for the identification of false-positive signals while simultaneously providing a control for internal and/or external quantitative normalizations. The scheme was designed for the analysis of epitope-tagged proteins, focusing here on the use of the common MYC, HA, and FLAG epitopes. We generated constructs that express bacterial LexA protein with a C-terminal fusion of one of the three epitopes and contain lexA operator sites (lexA-Op) to serve as sequence-specific binding site(s) for the LexA-epitope-tagged protein (Figure 1B). These constructs, expressing LexA-3xHA, LexA-13xMYC, and LexA-3xFLAG, were stably integrated into an otherwise untagged, wild-type yeast strain and referred to as HOP, MOP, and FLOP, respectively. These control strains would be modified by the introduction of the same epitope-tag onto the gene encoding the protein of interest. The expressions of tagged proteins were confirmed using immunoblot analysis (Figure S1).

We envisioned that a strain bearing the MOP control construct would be analyzed using ChIP alongside the identical strain also expressing “your-favorite-gene” (YFG) tagged with MYC (*YFG-MYC* (MOP)), with the expectation that differential analysis will reveal bona fide ChIP-enrichment for the target protein (Figure 1C). In addition, tagged-LexA binding enrichment observed at the lexA-Op sites was anticipated to serve as a standard for quantitative normalization directly between experimental replicates or as an internal standard versus other queried sites in the genome. As such, the control locus also should permit the evaluation and potential correction of technical variance in the IP between individual samples and replicates.

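ChIP libraries of unsynchronized cells were sequenced for 6 control groups with 3 libraries each: an untagged strain subjected to IP with anti-MYC, anti-FLAG or anti-HA, and the MOP, FLOP and HOP strains with the matching antibody. The authors demultiplexed the paired-end reads, aligned them with Bowtie2 and removed duplicates. They deposited for each library the count of reads over consecutive windows of 50 bp, without normalization, and a read that overlaps several windows counts in each. Summed counts per library ranged from 2116658 to 4497029 (median 3442752) for the untagged strain with anti-MYC and from 3748500 to 4968334 (median 3769748) for MOP. They ranged from 33195118 to 41625324 (median 34996073) for the untagged strain with anti-FLAG and from 18250930 to 34980332 (median 27580870) for FLOP. The range was 17392453 to 22343809 (median 18223658) for the untagged strain with anti-HA and 21340140 to 32292088 (median 21439912) for HOP. Here the counts were processed by the authors' steps: a moving median over 10 windows, division by the 20th percentile of the library and averaging of 3 libraries. That percentile had a median of 10.5 counts per window in untagged anti-MYC libraries and 11.5 in MOP libraries, against 96.0, 84.0, 47.5 and 65.5 in untagged anti-FLAG, FLOP, untagged anti-HA and HOP libraries. For tests between groups, unsmoothed counts were summed into 24134 bins of 500 bp and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A bin needed at least 10 counts in at least 3 libraries to be tested, and an adjusted p below 0.05 with a fold change of at least 1 on the log2 scale to be called enriched or depleted. Windows to the right of the ADE2 and TRP1 integration sites do not hold the same sequence in the libraries of every IP. The 1052 bins from window 565451, 1 kb left of the construct, to the end of chr XV and the 2141 bins to the end of chr IV were left out of every comparison they affect.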

To begin to evaluate the utility of the approach, we performed ChIP-seq of untagged strains subject to IP with anti-MYC, anti-FLAG, or anti-HA. 

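Replicates were compared by Pearson's r of log2 counts over the 500 bp bins outside the rDNA, which measures agreement between bins of 2 libraries. The 3 pairs of untagged libraries gave r of 0.943 to 0.956 with anti-FLAG and 0.918 to 0.926 with anti-HA, but 0.616 to 0.739 with anti-MYC, the IP with the fewest counts. The range was 0.935 to 0.950 in FLOP, 0.928 to 0.934 in HOP and 0.744 to 0.774 in MOP. Spearman's rho over the same bins was 0.161 to 0.369 in untagged anti-MYC and 0.336 to 0.347 in MOP libraries. It was 0.835 to 0.857 in untagged anti-FLAG, 0.735 to 0.752 in untagged anti-HA, 0.742 to 0.807 in FLOP and 0.756 to 0.790 in HOP. By rank, the bins of the anti-MYC control replicates thus agreed little.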

Triplicates of each ChIP sample were produced and, following mapping to the genome and binning, compared to each other in two-dimensional scatter plots to confirm a high degree of correlation between replicates (Figure S2A). Triplicates were read-count normalized and averaged. For comparisons, averaged datasets were scale-normalized using the ChIP signal at the 20th percentile expected to represent unenriched, background signals across all samples.

We analyzed ChIP signals at the lexA binding sites within the integrated control constructs. Three different constructs were tested: LexA-13xMYC and LexA-3xHA were expressed from the *ADH1* promoter, and these vectors contained one lexA binding array with four semi-palindromic binding sites for the LexA dimer (Figure 1B); MOP and FLOP were integrated next to *ADE2* on chr XV, while HOP was integrated next to *TRP1* on chromosome IV (Figure 1B and Figure 2A). LexA-3xFLAG was expressed from the stronger *TEF1* promoter, and the integrating vector contained two separate lexA binding arrays, one with two and one with four lexA binding sequences (Figure 1B). 

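Each lexA array was placed at the 500 bp by the construct with the highest signal of its own unsynchronized control group. For MOP and the first array of FLOP these were windows 566401 to 566900 of chr XV. They were windows 568001 to 568500 for the second array of FLOP and 461501 to 462000 of chr IV for HOP. These are window positions of the files, counted in the sequence to which the authors aligned the reads. The array signals of these groups are thus their own maxima. MOP had a signal of 22.1 ± 8.85 (SD, n = 3 libraries) at its array, and FLOP had 42.4 ± 2.78 at the first array and 28.2 ± 6.73 at the second. The untagged anti-FLAG and anti-MYC libraries had been aligned without the construct at ADE2, so those windows hold other sequence there. Libraries of Fkh1-tagged strains without a LexA construct, aligned to the same sequence, had a mean signal of 0.0517 to 0.0760 at the first array, depending on the strain. HOP had 9.54 ± 2.34 at its array and the untagged strain with anti-HA had 0.203 ± 0.0171. The untagged strain lacks the construct to which its anti-HA reads were aligned, so its low value there is absent DNA and no test is given. The 1 kb to the left of the ADE2 construct holds the same sequence in all libraries. It had a signal of 8.81 ± 3.26 in MOP against 1.24 ± 0.206 in the untagged strain, and of 11.0 ± 0.537 in FLOP against 1.20 ± 0.0426. In HOP the same 1 kb had 1.15 ± 0.0387, while the windows of the lexA array at ADE2 had 4.81 ± 1.45. The 1 kb to the left of the TRP1 construct had 3.69 ± 0.359 in HOP and 1.41 ± 0.157 in the untagged strain (log2 ratio 1.39, adjusted p = 3.94e-28 from edgeR).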

We plotted data for the MOP, FLOP, and HOP loci in the control ChIPs showing binding at these loci, specifically in the strain expressing the corresponding epitope-tagged LexA (Figure 2A); data for individual replicates show good reproducibility (Figure S2A). The FLOP construct that contains two lexA binding arrays additionally provides a useful demonstration of the resolution of the data, showing a clear separation between the two data peaks corresponding to the two lexA arrays, separated by ~1.6kb (Figure 2A). These control loci can be used for normalization across sample replicates or internal standardization. However, to compare independent ChIP samples across different IPs, with and without target protein expression, we find that a normalization approach based on the data distributions, such as the 20th percentile background we have applied, is more reliable and established, and we have used that method throughout this paper. 

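In the average of the 3 FLOP libraries without the moving median, the highest windows of the 2 peaks began at 566651 and 568201 of chr XV, 1550 bp apart. Their signals were 63.8 and 45.1, and the lowest window between them had 7.44. With the moving median the distance was 1.5 kb.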

Hereon, we focus on the utility of MOP/FLOP/HOP expression as normalization controls for background subtraction.

### 2.2. Non-Specific Signals Are Pervasive in ChIP

We examined averaged ChIP signals for 500 bp bins of consecutive, non-overlapping sequences for the whole genome using quartile boxplot analysis. 

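In the averaged signal of 500 bp bins, a bin was counted as an outlier when it exceeded the third quartile by more than 1.5 interquartile ranges. The untagged strain had 1566 such bins (6.49%) with anti-FLAG, 525 (2.18%) with anti-HA and 211 (0.874%) with anti-MYC. With 1 library left out in turn, these counts ranged from 1490 to 1599, from 505 to 538 and from 188 to 241. Leaving out chromosome ends and the rDNA moved the anti-HA count most, to 339. The quartiles of the signal were 1.06, 1.19 and 1.37 with anti-FLAG, 1.08, 1.23 and 1.36 with anti-HA, and 1.15, 1.28 and 1.40 with anti-MYC.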

An examination of the ChIP signal distribution across the genome amongst the different control IPs in untagged strains shows a wide range of signals and numerous outliers (3–8% of all bins), strongly suggesting false enrichment (Figure 2B). In the strains expressing a MOP, FLOP, or HOP internal control construct, the ChIP signal distributions showed significant differences in comparison with the corresponding IP in the untagged strain (Figure 2B, Table S1). Moreover, two-dimensional scatter plots show that sequences are differentially enriched depending on the IP; for example, the sequences with the greatest enrichment in one IP usually did not show the greatest enrichment in different IPs (Figure 2C). 

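Outlier bins numbered 1135 (4.70%) in FLOP, 653 (2.71%) in HOP and 391 (1.62%) in MOP. In the comparison of FLOP with the untagged strain, edgeR called 174 of 23015 bins enriched and 271 depleted. With TMM normalization the counts were 195 and 235, so that the share of enriched bins among the called bins was 45.3% instead of 39.1%. Enriched bins ranged from 159 to 179 when single libraries were left out. In MOP against the untagged strain, 7 of 23001 bins were enriched and 12 depleted. These counts rested on single libraries: without MOP replicate 1 or without replicate 3 they were 1 and 0, and without MOP replicate 2 they were 11 and 23. Without untagged anti-MYC replicate 3 there were 64 enriched and 19 depleted bins, without replicate 2 there were 2 and 3, and without replicate 1 there were 5 depleted bins. In HOP against the untagged strain, 13 of 24066 bins were enriched and 32 depleted, and without HOP replicate 1 there were 57 depleted bins. Of the enriched bins in HOP, 4 lie at the ADE2 construct and 7 at the TRP1 construct and beside it. The untagged strain lacks the inserted DNA. The MOP and FLOP counts leave out the bins at their construct and in the 1 kb to its left. Of the enriched bins in MOP, 2 lie further left by ADE2, at chr XV 564001 to 565000 (log2 fold change 1.14, adjusted p = 0.00812 from edgeR). Among the bins tested, which leave out chr XV from 565451 on with the construct at ADE2 and the 1 kb to its left, the MOP region with the largest change was chr VII 400501 to 401500 (log2 fold change 1.71, adjusted p = 9.51e-06), by ERV14 and OLE1. In HOP the 2 largest changes were 8.19 at chr XV 566501 to 568500, the windows of the construct at ADE2 that HOP lacks, and 7.46 at its own construct at TRP1, and the next was chr VII 400501 to 401000 (1.49, adjusted p = 1.52e-27). Each of these regions changed in the same direction in 9 of 9 pairs of libraries.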

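The 209 bins with the highest signal (the top 1% of those compared) were taken from each library and the share in common was averaged over pairs of libraries. Between different IPs of the untagged strain, 24.9 ± 2.06% (SD over 9 pairs) were shared by anti-FLAG and anti-MYC, 25.3 ± 0.623% by anti-FLAG and anti-HA and 37.7 ± 3.92% by anti-MYC and anti-HA. Replicates of the same IP shared 92.0 ± 0.276% with anti-FLAG and 85.5 ± 1.46% with anti-HA, but 36.4 ± 1.44% with anti-MYC. The share between anti-MYC and anti-HA was therefore no lower than that between anti-MYC replicates. Among the LexA controls, MOP and FLOP shared 38.9 ± 1.59%, MOP and HOP 45.6 ± 2.86% and FLOP and HOP 44.6 ± 1.64%, against 81.3 ± 1.73% within FLOP, 85.6 ± 1.44% within HOP and 45.6 ± 7.32% within MOP. With the top 0.5% of bins, anti-FLAG and anti-MYC shared 41.8% in the untagged strain. Without chromosome ends and the rDNA they shared 8.57%.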

Overall, the results show that significant, non-specific signals are differentially enriched in these ChIPs, and that the sequence composition of this enrichment is highly dependent on the specific antibody, as well as the presence of a target protein (e.g., MOP, FLOP, HOP).

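Each LexA control also shared bins with the untagged strain subjected to the same IP, 71.3 ± 1.08% for HOP, 34.9 ± 3.89% for MOP and 28.6 ± 1.51% for FLOP. For 67 of 76 snoRNA genes, the median signal relative to all bins was higher in MOP than in the untagged strain (log2 ratio 0.49, adjusted p = 4.70e-05 from limma, in 8 of 9 pairs of libraries). It fell by 0.63 in FLOP (adjusted p = 5.65e-07, in 9 of 9 pairs), and in HOP the change was 0.17 (adjusted p = 0.140, in 8 of 9 pairs). The difference between the changes in MOP and FLOP was 1.12 (limma interaction, adjusted p = 4.74e-09). With only the 2 groups compared in the fit, the adjusted p for MOP was 0.0765, and over its alternatives it ranged from 1.02e-05 to that value. From the outliers, the changed distributions and the low sharing between IPs, the paper reasons that non-specific enrichment depends on the antibody and on the presence of a target protein.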

To further examine the nature of these non-specifically IP’d sequences, we analyzed the ChIP signal distribution of 238 loci previously defined as hyperChIPable [5], as well as *tRNA* genes, which are highly expressed, a characteristic that has been correlated with non-specific ChIP enrichment. In comparison with the overall signal distributions from each IP, signals for hyperChIPable and *tRNA* genes were significantly under-enriched in untagged strains, except for hyperChIPable in IP-FLAG, and over-enriched in the MOP, FLOP, and HOP strains, except for hyperChIPable in IP-MYC (Figure 2B, Table S1). 

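Of 275 tRNA genes, 245 lie in windows with the same coordinates in all libraries and were used, and the hyperChIPable list was not used here. The median signal of their bins was set against the median of all bins by a two-sided permutation test with 100000 random sets of bins. In the untagged strain tRNA genes had 1.05 against 1.18 with anti-FLAG (log2 ratio -0.17), 1.16 against 1.28 with anti-MYC (-0.14) and 1.04 against 1.23 with anti-HA (-0.25). In MOP they had 1.34 against 1.22 (0.14) and in FLOP 1.22 against 1.16 (0.07). Each of these 5 differences had a permutation p of 2e-05, the smallest that test allows. In HOP the values were 1.22 against 1.21 (permutation p = 0.795). Between strains, limma on the 3 libraries of each group gave a log2 change at tRNA genes of 0.29 from untagged to MOP (adjusted p = 0.000191, in 8 of 9 pairs of libraries), 0.27 to FLOP (0.000420, 9 of 9) and 0.29 to HOP (0.000199, 9 of 9). Leaving out single libraries gave ranges of 0.18 to 0.39, 0.23 to 0.30 and 0.24 to 0.33. The spread between anti-MYC replicates was wide, with an SD of 0.216 (log2) in the untagged strain and 0.175 in MOP. With only those 2 groups in the fit the adjusted p for MOP was 0.179, and over its alternatives it ranged from 8.83e-05 to that value.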

While this lack of significant enrichment for most of these controls might seem contrary to expectations, we find that much variability exists in those sequences that are non-specifically enriched in different IPs. Importantly, as shown below, enrichments in the HOP, MOP, and FLOP strains more effectively represent non-specific enrichment present in the experimental IPs, while the lack of enrichment of these sequences in the Untag control IPs undermines its usefulness as a control.

### 2.3. Ratio Normalization by Epitope-Tagged Control Refines Data Quality for Target Proteins

Having established IPs from untagged and control strains as containing non-specifically enriched sequences, we moved to the analysis of a target protein. We chose Fkh1 due to our continuing interest in maximizing the accuracy of our data and, hence, our understanding of the chromatin dynamics of this protein that has been implicated in the regulation of replication, transcription, and recombination during mating-type switching in yeast [7]. In this regard, existing knowledge of Fkh1 binding at specific replication origins, gene promoters, and the recombination enhancer provides bona fide loci against which to validate our new approach. Additionally, we had previously analyzed Fkh1 using ChIP-chip and reported its association with multiple loci, including Pol III-transcribed loci such as *tRNAs*, and considered these previous results ripe for re-evaluation as potential hyperChIPable artifacts [8].

Fkh1-MYC was expressed from its endogenous locus in an otherwise untagged strain and in the MOP control strain; similarly, Fkh1-FLAG was expressed in untagged and the FLOP strain. These strains were subjected to ChIP-seq alongside the corresponding control strains described above. 

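Fkh1-MYC and Fkh1-FLAG were measured in 4 strains of 3 libraries each, unsynchronized, and compared with the control libraries of the same IP. Summed counts per library ranged from 30914037 to 32662282 (median 31189766) for Fkh1-MYC, from 5424797 to 5949612 (median 5726424) for Fkh1-MYC (MOP), from 26323739 to 27232409 (median 26711776) for Fkh1-FLAG and from 36867406 to 44263661 (median 41953483) for Fkh1-FLAG (FLOP). The authors made these files by the same alignment and counting as the control files. Feature sets were compared here by limma on the log2 ratio of the set median to the median of all bins, with all 60 libraries of 20 groups in 1 fit and adjustment over 95 tests. In addition to the tRNA and snoRNA genes, the sets were the promoters of 26 of 28 CLB2-cluster genes, from a list compiled here and not the paper's, and 309 of 357 regions with Orc1-HA signal in G1 cells. The Orc1 regions stand in for origins and were chosen after the data were seen. The list of Fkh-activated origins was not used here.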

Analysis of the replicates showed high reproducibility (Figure S3A), and replicates were counts-normalized and averaged, after which datasets were scale-normalized at the 20th percentile of the distributions. 

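Pearson's r between replicates, over the bins outside the rDNA, ranged from 0.954 to 0.958 for Fkh1-MYC, from 0.841 to 0.852 for Fkh1-MYC (MOP), from 0.940 to 0.945 for Fkh1-FLAG and from 0.949 to 0.961 for Fkh1-FLAG (FLOP).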

To apply the normalization controls against their respective experimental sample, the Fkh1-MYC and Fkh1-FLAG experimental results were divided by the corresponding control datasets, which we refer to as ratio normalization (RN) (Figure 1C). We created distribution boxplots (500 bp) and heatmaps (5 kb) of the regions surrounding chromosome features, such as “Forkhead-activated” replication origins and “*CLB2*-cluster” genes, where Fkh1 is known to function and a subset of which have previously been shown to bind Fkh1 [8,9,10]. We also analyzed ChIP signals at *tRNA*s, where we previously detected the binding of Fkh1, though no function has been ascribed, and at hyperChIPable loci, we expected to represent false-positive artifacts of ChIP.

We begin with an analysis of Fkh1-MYC, which we analyzed previously using ChiP-chip [8]. 

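Before RN, the median signal at tRNA genes was 1.25 in Fkh1-MYC cells against 1.18 for all bins (log2 ratio 0.09, two-sided permutation p = 4e-05). In Fkh1-MYC (MOP) cells it was 1.34 against 1.23 (0.13, permutation p = 2e-05, the smallest possible).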

Boxplots and heatmaps show the enrichment of Fkh1-MYC at hyperChIPable and *tRNA* loci in both otherwise untagged and MOP strains (Figure 3). 

Notably, this enrichment was also present in the MOP strain but not in the untagged strain (Figure 2B and Figure 3B, Table S2), such that RN effectively eliminates the enrichment of these dubiously enriched loci in the MOP strain background (*FKH1-MYC* MOP-RN) but not in the untagged strain background (*FKH1-MYC* Untag-RN) (Figure 3A,B, Table S2). 

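After MOP-RN, the median at tRNA genes was 1.03 against 1.01 for all bins (permutation p = 0.209). From MOP to Fkh1-MYC (MOP) libraries the log2 change at tRNA genes was 0.01 (adjusted p = 0.902 from limma, higher in 5 of 9 pairs of libraries). It ranged from -0.07 to 0.11 with 1 library left out, and the mean over genes in place of the median gave 0.09.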

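Fkh1-MYC signal divided by the untagged anti-MYC signal had a median of 1.10 at tRNA genes against 0.931 for all bins (log2 ratio 0.24, two-sided permutation p = 2e-05, the smallest possible). Over the libraries, the log2 change from untagged to Fkh1-MYC was 0.27 (adjusted p = 0.000529 from limma, in 9 of 9 pairs of libraries), with a range of 0.15 to 0.37 when 1 library was left out. With only these 2 groups in the fit the adjusted p was 0.159, and its alternatives ranged from 2.07e-06 to 0.184.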

ChIP signals at *tRNA* genes were not significantly enriched in the untagged and MOP control strains, but RN resulted in the significant enrichment of *tRNA* genes in the untagged set (UntagRN), as in the previous study, but not in the MOP-controlled set (MOP-RN) (Figure 3A,B, Table S2). In contrast, an examination of the sequences expected to bind Fkh1 yielded different results, showing significant enrichments of Fkh-activated origins in both Fkh1-MYC strains that were not eliminated but enhanced by RN (Figure 3A,B, Table S2), while *CLB2*-cluster genes showed enrichment in the heatmaps after RN but did not meet statistical significance for the *CLB2*-cluster genes as a group (Figure 3A,B, Table S2).

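In Fkh1-MYC (MOP) against MOP, the CLB2-cluster promoters rose by 1.00 on the log2 scale (adjusted p = 1.09e-15 from limma, in 9 of 9 pairs of libraries; 0.94 to 1.05 with 1 library left out). The Orc1 regions rose by 0.21 (adjusted p = 0.000579, 9 of 9 pairs). That value moved most with the mean over regions in place of the median, to 1.45. After MOP-RN the median was 2.14 at CLB2-cluster promoters against 1.01 for all bins (two-sided permutation p = 2e-05, the smallest possible). In the Fkh1-MYC strain without the LexA construct, divided by the untagged control, the log2 ratio to all bins was 1.09 at CLB2-cluster promoters and 0.25 at Orc1 regions. Of 24062 bins, edgeR called 704 enriched and 10 depleted, with 680 to 736 enriched when 1 library was left out and 653 by DESeq2. Without Fkh1-MYC (MOP) replicate 1 or 3 there were 16 depleted bins. Apart from chr VII 1 to 1000 at a chromosome end (5.43), the regions with the largest changes were chr III 27501 to 31000 by KAR4 and RDT1 (log2 fold change 4.90, adjusted p = 1.28e-25) and chr XVI 328001 to 330500 by HOS3 and IDI1 (4.22, adjusted p = 6.49e-27), each in 9 of 9 pairs of libraries.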

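In Fkh1-FLAG cells the median tRNA signal was 1.16, with a log2 ratio to all bins of -0.04 (two-sided permutation p = 0.0672), and in Fkh1-FLAG (FLOP) cells it was 1.21 against 1.17 (0.06, permutation p = 0.00494). Divided by the untagged anti-FLAG signal, Fkh1-FLAG had 1.11 at tRNA genes against 0.979 for all bins (0.18, permutation p = 2e-05, the smallest possible). The change from untagged to Fkh1-FLAG over libraries was 0.15 (adjusted p = 0.0465 from limma, in 9 of 9 pairs of libraries). Without untagged anti-FLAG replicate 2 it was 0.11 with an adjusted p of 0.219. The adjusted p was also above 0.05 without untagged replicate 3 (0.0591) and without Fkh1-FLAG replicate 1 (0.0565), 2 (0.0694) or 3 (0.143), and over the other alternatives it ranged from 0.00463 to 0.101. From FLOP to Fkh1-FLAG (FLOP) the median fell by 0.02 (adjusted p = 0.887, 5 of 9 pairs).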

Identical analysis of the Fkh1-FLAG data yielded similar overall results with hyperChIPable signals being enriched in the Fkh1-FLAG datasets and being eliminated by RN, in this case with both corresponding control datasets, whereas *tRNAs* remained significantly enriched only in the Fkh1-FLAG UntagRN (Figure 3A,B, Table S2). As above, RN did not eliminate Fkh1-FLAG signal enrichment from the expected binding loci, including Fkh-activated origins and *CLB2*-cluster genes, and again, signal enrichment at Fkh-activated genes was highly significant but not at *CLB2*-cluster genes (Figure 3A,B, Table S2). Together with the MYC epitope results, these data suggest that the application of our control paradigm significantly improves the quality of ChIP data by eliminating likely false positives while retaining likely true positives. In this regard, it is interesting that both Fkh1-MYC UntagRN and Fkh1-FLAG UntagRN showed significant enrichment for *tRNA* genes reproducing our previously published ChIP-chip results, whereas these significant enrichments were eliminated by MOP- and FLOP-RN, suggesting that Fkh1 binding at *tRNA* genes was a ChIP artifact [8]. 

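Fkh1-FLAG (FLOP) exceeded FLOP at the CLB2-cluster promoters by 0.59 on the log2 scale (adjusted p = 8.04e-09 from limma, in 9 of 9 pairs of libraries). At the Orc1 regions the change was 0.11 (adjusted p = 0.0804, 9 of 9 pairs), and its alternatives gave adjusted p values from 0.000323, with the mean over regions, to 0.242. FLOP-RN medians relative to all bins were 0.58 (log2) at CLB2-cluster promoters and 0.12 at Orc1 regions. The difference between Fkh1-MYC (MOP) and Fkh1-FLAG (FLOP) in the change at CLB2-cluster promoters was 0.41 (limma interaction, adjusted p = 0.00158). Of 24067 bins, edgeR called 385 enriched and 1 depleted, with 319 to 442 enriched when 1 library was left out. The depleted bins numbered 0 without Fkh1-FLAG (FLOP) replicate 1 or 2 and 2 without replicate 3.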

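The log2 ratio of the tRNA median to all bins was -0.16 ± 0.22 (SD, n = 3 libraries) in the untagged strain with anti-MYC, 0.14 ± 0.18 in MOP, 0.11 ± 0.01 in Fkh1-MYC and 0.15 ± 0.05 in Fkh1-MYC (MOP). With anti-FLAG it was -0.18 ± 0.08 in the untagged strain, 0.09 ± 0.03 in FLOP, -0.03 ± 0.04 in Fkh1-FLAG and 0.08 ± 0.06 in Fkh1-FLAG (FLOP). Since tRNA enrichment appeared after division by the untagged control and was gone after division by MOP or FLOP, the paper proposes that the earlier detection of Fkh1 at tRNA genes was an artifact of ChIP.

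**Figure D1:**
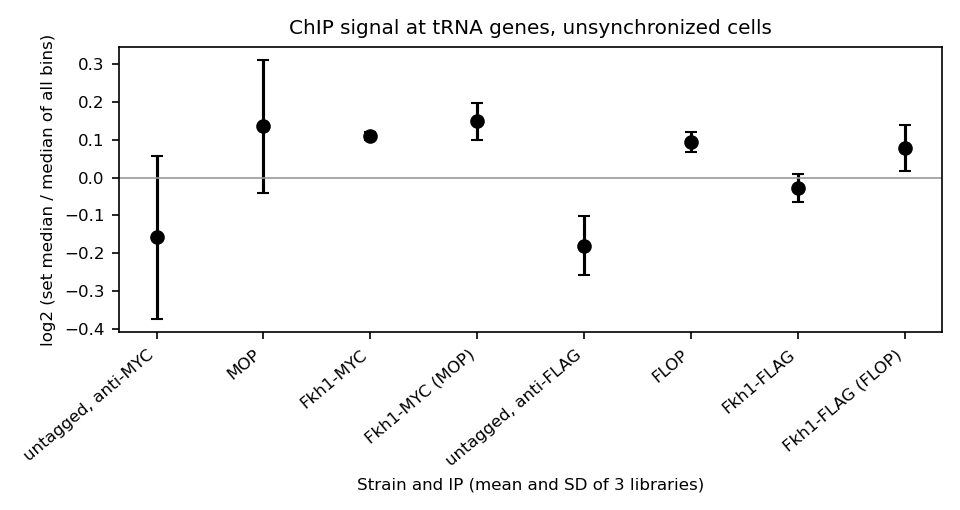
Log2 ratio of the median signal of tRNA genes to the median of all bins (vertical axis) by strain and IP in unsynchronized cells. Points are means and bars are SDs of 3 libraries; the untagged strain sits at -0.16 with anti-MYC and -0.18 with anti-FLAG.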

We observed similar results for *snoRNAs* that were another category of features strongly enriched in previous ChIP-chip analysis of Fkh1-MYC with an untagged strain as a subtraction control. 

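For 67 snoRNA genes, Fkh1-MYC signal divided by the untagged anti-MYC signal had a median of 1.27 against 0.931 for all bins (two-sided permutation p = 2e-05, the smallest possible). The change between these groups of libraries was 0.53 on the log2 scale (adjusted p = 1.17e-05 from limma, in 9 of 9 pairs of libraries) and ranged from 0.35 to 0.70 with 1 library left out. After MOP-RN the median was 1.01 (permutation p = 0.976), and the change from MOP to Fkh1-MYC (MOP) was 0.06 (adjusted p = 0.684, 6 of 9 pairs). With anti-FLAG the change from untagged to Fkh1-FLAG went the other way, by -0.39 (adjusted p = 0.000579, 9 of 9 pairs), and that from FLOP to Fkh1-FLAG (FLOP) was 0.00 (adjusted p = 0.982).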

As with *tRNAs*, *snoRNAs* showed enrichment in Fkh1-MYC Untag-RN in our current experiments, essentially reproducing the previous results; however, MOP-RN showed no enrichment for *snoRNAs*, suggesting that it too was an artifact of ChIP (Figure S3C).

### 2.4. Fkh1 Analysis in G1 Phase to Test Known Enrichment at Replication Origins

We created chromosome plots to view the data along chromosomes III-L and IX, which contain several Fkh1-binding loci of interest indicated on the plots (Figure S3B). In these data from unsynchronized cultures, Fkh-activated replication origins and *CLB2*-cluster genes showed relatively minor peaks of enrichment in comparison to the recombination enhancer (RE), which contains numerous Fkh1 consensus binding sequences. 

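The RE was taken as chr III windows 28901 to 31450. Its signal was 14.4 ± 1.14 (SD, n = 3 libraries) in Fkh1-MYC (MOP) and 1.23 ± 0.254 in MOP. The log2 ratio was 3.54 (adjusted p = 1.45e-17 from edgeR for the bin at the middle of the RE). It ranged from 3.38 to 3.66 with 1 library left out, and scaling by the median moved it most among the other settings, to 3.50. In Fkh1-FLAG (FLOP) the RE had 3.49 ± 0.681 against 0.833 ± 0.0353 in FLOP, a log2 ratio of 2.05 (adjusted p = 7.23e-16). The CLB2 promoter (chr XVI 771151 to 771700) had 2.22 ± 0.209 against 1.43 ± 0.182 with anti-MYC (log2 ratio 0.63, adjusted p = 3.71e-08) and 1.23 ± 0.129 against 0.939 ± 0.0405 with anti-FLAG (0.38, adjusted p = 1.15e-10). The TEM1 promoter (chr XIII 145851 to 146400) had 7.38 ± 0.373 against 1.05 ± 0.257 with anti-MYC (2.80) and 5.89 ± 1.49 against 0.768 ± 0.121 with anti-FLAG (2.92). At each of these 6 comparisons all 3 Fkh1 libraries were higher (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The lexA array was measured in the same libraries, at the windows chosen as the highest of unsynchronized MOP or FLOP. In MOP cells its signal fell by 2.69 on the log2 scale when Fkh1-MYC was expressed, to 3.43 ± 0.234 (adjusted p = 3.18e-18 from edgeR, lower in 9 of 9 pairs of libraries). At the first FLOP array it fell by 1.04 with Fkh1-FLAG, to 20.5 ± 11.6 (adjusted p = 0.00248, 9 of 9 pairs), and without Fkh1-FLAG (FLOP) replicate 3 it fell by 1.61.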

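G1 libraries of cells held with α-factor were made for MOP, FLOP, Fkh1-MYC (MOP) and Fkh1-FLAG (FLOP), with 3 libraries each. Summed counts ranged from 5814539 to 8811402 (median 7338656) for MOP, from 15417431 to 21095543 (median 17977005) for FLOP, from 10836059 to 12854355 (median 10922833) for Fkh1-MYC (MOP) and from 12500040 to 17249882 (median 17117121) for Fkh1-FLAG (FLOP). The authors aligned and counted them as before. Windows of the rDNA held a median of 51.3% of the counts in Fkh1-MYC (MOP) and 31.3% in MOP, against 6.57% in FLOP, which lowers the depth elsewhere. The 20th percentile was 14.5 and 12.5 counts per window in the first 2 groups and 50.5 in FLOP. Peaks were replaced here by regions. A region is a run of 500 bp bins with a signal, or an RN value, of at least 2 in each of 3 libraries, where RN divides each experimental library by the average of the 3 control libraries. Overlaps of regions were compared with those after rotating 1 set along the chromosomes.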

We generated data that we could subject to a more stringent analysis by synchronizing the *FKH1-MYC*(MOP) and *FKH1-FLAG*(FLOP) and MOP and FLOP control strains in G1 phase with ⍺-factor, when Fkh1 binds to a subset of replication origins, presenting an expectation of more robust detection than in unsynchronized cells. Experimental replicates show a high correlation (Figure S4), and an analysis of the control IPs shows that different sequences are non-specifically enriched in the ChIP of G1 versus asynchronous cells (Figure S2B). 

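Replicate r ranged from 0.790 to 0.804 in MOP, from 0.900 to 0.930 in FLOP, from 0.827 to 0.866 in Fkh1-MYC (MOP) and from 0.898 to 0.912 in Fkh1-FLAG (FLOP). From unsynchronized to G1 cells, edgeR called 796 bins enriched and 46 depleted in MOP, so that 94.5% of called bins were enriched. With TMM normalization the counts were 372 and 176 (67.9%), and with DESeq2 368 and 174. The median log2 fold change of all bins was 0.20 under the 20th-percentile scaling. Depleted bins numbered 107, 91 and 77 without MOP G1 replicate 1, 2 or 3 and 70 without replicate 3 of unsynchronized MOP. In FLOP, 178 bins were enriched and 25 depleted (87.7% enriched), against 146 and 29 (83.4%) with TMM. Without replicate 2 of unsynchronized FLOP there were 9 depleted bins, and without FLOP G1 replicate 1 or 2 there were 16. Among MOP regions the largest changes lay at the rDNA (3.00 on the log2 scale), at the left end of chr III (2.68) and on chr XII to the right of the rDNA (2.44). In FLOP the largest was chr XIV 662001 to 664000 by TIM23 and RCF2 (2.00, adjusted p = 5.45e-17, in 9 of 9 pairs of libraries). G1 and unsynchronized libraries shared 41.5 ± 4.31% (SD over 9 pairs) of their top 209 bins in MOP and 58.7 ± 2.98% in FLOP, against 73.4 ± 1.20% between G1 replicates of MOP and 86.4 ± 2.16% between those of FLOP. Replicates of unsynchronized cells shared 45.6 ± 7.32% in MOP, which leaves little room for a difference between cultures there, and 81.3 ± 1.73% in FLOP.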

We generated chromosome plots to visualize the uncontrolled and normalized data along chromosomes III-L and IX, which contain several Fkh1-binding loci of interest indicated on the plots (Figure 4A). The plots also indicate peaks called by MACS, which are summarized in the chart (Figure 4B). As expected, the G1 data show more called peaks that overlap with the Fkh-activated replication origins than in the unsynchronized data. Peak calling by MACS also independently verifies the specificity of the results and enhancement of the data through our control approach. Peak calling is notoriously challenging and imperfect but presents an orthogonal analysis of the data based on characteristics expected of ChIP data. 

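In G1 cells, Fkh1-MYC (MOP) had 1039 regions before RN and 434 after it (41.8%). Fkh1-FLAG (FLOP) had 315 and 79 (25.1%). In unsynchronized cells Fkh1-MYC (MOP) had 358 and 287 (80.2%) and Fkh1-FLAG (FLOP) had 254 and 154 (60.6%). With 1 library left out, the G1 RN counts ranged from 455 to 527 for Fkh1-MYC and from 76 to 94 for Fkh1-FLAG, where only the 2 remaining libraries of a group had to pass. These counts follow the threshold: at 1.5 in place of 2, the G1 Fkh1-MYC regions numbered 2044 before and 870 after RN.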

The results show that RN reduces the number of peaks called (Figure 4B). MOP- and FLOP-RN result in sets of peaks that contain a higher proportion of expected positives, such as replication origins, with overlaps between sets depicted by Venns (Figure 4B,C). 

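Of the G1 Fkh1-MYC regions on shared coordinates, 134 of 825 (16.2%, 95% interval 13.9 to 18.9) overlapped an Orc1 region before RN and 113 of 389 (29.0%, 24.8 to 33.7) after it, where rotation gave an average of 18.5 regions. For G1 Fkh1-FLAG the share rose from 60 of 281 (21.4%) to 51 of 76 (67.1%, 55.9 to 76.6), against 2.79 by rotation. Of its regions, 17.8% lay within 20 kb of a chromosome end before RN and 42.1% (32 of 76) after it. Among Orc1 regions 24.1% did. Rotation does not keep the distance from the ends, so this shared position may account for part of the rise. In unsynchronized cells the share overlapping an Orc1 region was 27.9% before and 27.8% after RN for Fkh1-MYC. For Fkh1-FLAG that share was 22.7% and 32.1% (25.0 to 40.3). Regions overlapping a tRNA gene went from 36 of 825 (4.36%, 3.17 to 5.98) to 5 of 389 (1.29%, 0.55 to 2.97) for G1 Fkh1-MYC. By edgeR, 1354 of 24056 bins were enriched in G1 Fkh1-MYC (MOP) over MOP and 94 depleted, with 109 to 181 depleted when 1 library was left out, the highest without Fkh1-MYC (MOP) replicate 2, and with 144 without its replicate 3. In G1 Fkh1-FLAG (FLOP) over FLOP 165 bins were enriched. The depleted bins numbered 0 by edgeR, also at an unadjusted p below 0.05, and 0 by DESeq2, and 1 without FLOP replicate 3. The largest changes with anti-MYC were at chr II 251001 to 256500 by HHF1 and FLR1 (log2 fold change 4.71, adjusted p = 2.24e-24), chr XVI 328001 to 331500 by HOS3 and IDI1 (4.55, adjusted p = 2.84e-24) and chr VI 196501 to 201500 by ROG3 and RUF22 (4.36, adjusted p = 3.97e-24). With anti-FLAG it was chr VI 198501 to 200500 (2.84, adjusted p = 4.73e-21). Each was seen in 9 of 9 pairs of libraries.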

Fewer peaks are consistently called in the FLOP-RN versus MOP-RN datasets. We think this is due to the higher expression of LexA-FLAG from the FLOP construct, resulting in more stringent competition for IP. 

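After RN in G1 cells, 75 of 77 Fkh1-FLAG regions (97.4%, 95% interval 91.0 to 99.3) overlapped a Fkh1-MYC region, against an average of 3.65 and at most 9 by rotation. Before RN the share was 164 of 303 (54.1%), against an average of 52.8 regions by rotation. In unsynchronized cells 136 of 147 (92.5%, 87.1 to 95.8) overlapped after RN and 167 of 246 (67.9%) before it. In the other direction, 75 of 418 G1 Fkh1-MYC regions (17.9%) overlapped a Fkh1-FLAG region.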

Note that virtually all Fkh1-FLAG-controlled peaks are included in the Fkh1-MYC-controlled peak set, supporting the greater stringency of the Fkh1-FLAG set (Figure 4C). Additionally, the larger Fkh1-MYC set captures a proportionately larger number of replication origins, indicating that the larger set contains many true positives missed in the more stringent set. These conclusions are further validated below through an alternative control approach. 

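Among G1 regions after RN, the Fkh1-MYC set held more regions at Orc1 regions than the Fkh1-FLAG set, and their share of the set was lower. From the containment of the Fkh1-FLAG set in the Fkh1-MYC set and the origins in the larger one, the paper reasons that FLOP-RN is the more stringent control and that the larger set holds binding sites that the smaller one misses.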

The heatmaps largely recapitulate the results with unsynchronized cells, eliminating the enrichment of hyperChIPables and tRNAs, while maintaining enrichments for CLB2-cluster genes and Fkh-activated origins (Figure 4D).

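In G1 cells the median tRNA signal relative to all bins fell by 0.32 on the log2 scale from MOP to Fkh1-MYC (MOP) (adjusted p = 5.67e-05 from limma, in 9 of 9 pairs of libraries). With the mean over genes in place of the median it fell by 0.14 with an adjusted p of 0.0625, and the alternatives ranged from 5.21e-05 to that value. From FLOP to Fkh1-FLAG (FLOP) the change was 0.05 (adjusted p = 0.639, 8 of 9 pairs). After FLOP-RN the tRNA median was still slightly above that of all bins, 1.01 against 0.985 (two-sided permutation p = 0.00036). After MOP-RN it was below, 0.832 against 1.015 (two-sided permutation p = 2e-05, the smallest possible). That test takes no account of the spread between libraries. The CLB2-cluster promoters rose by 1.20 with Fkh1-MYC (adjusted p = 3.94e-18) and by 0.28 with Fkh1-FLAG (adjusted p = 0.00141), in 9 of 9 pairs each, and the difference between these 2 changes was 0.92 (limma interaction, adjusted p = 1.19e-09). The Orc1 regions rose by 0.46 (adjusted p = 3.98e-10) and 0.26 (adjusted p = 4.97e-05), also in 9 of 9 pairs. The RE had 4.95 ± 0.597 (SD, n = 3 libraries) with Fkh1-MYC against 0.959 ± 0.0553 in MOP (log2 ratio 2.36, adjusted p = 4.36e-06 from edgeR). With Fkh1-FLAG it had 1.40 ± 0.150 against 0.882 ± 0.0253 in FLOP (0.66, adjusted p = 0.902). Both p values belong to the bin at the middle of the RE and do not speak for its other bins. The TEM1 promoter had 11.1 ± 1.62 against 1.22 ± 0.127 and 3.14 ± 0.205 against 0.811 ± 0.262. For these 4 comparisons the exact two-sided permutation p was 0.1, the smallest possible. The CLB2 promoter rose with Fkh1-MYC by 1.32 on the log2 scale (adjusted p = 3.67e-09, exact permutation p = 0.1), and with Fkh1-FLAG it had 0.855 against 0.830 in FLOP (0.04, adjusted p = 0.768, exact permutation p = 1.0).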

### 2.5. Analysis of Replication Origin Binding Proteins Validate Approach for HA

To evaluate our approach with the HA epitope, we turned to two proteins we previously analyzed successfully using ChIP and ChIP-chip, the replication origin binding proteins Orc1 and Mcm4, members of the ORC (Origin Recognition Complex) and MCM (Mini-Chromosome Maintenance) complexes, respectively [11,12]. We epitope-tagged these proteins with 3xHA in the HOP strain background and performed ChIP-seq with G1-synchronized cultures of HOP, *ORC1-HA* (HOP), and *MCM4-HA* (HOP) strains. 

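These G1 libraries, 3 per strain, had summed counts from 12884483 to 14213406 (median 14187575) for HOP, from 14746867 to 16150755 (median 15835236) for Orc1-HA (HOP) and from 15081101 to 21322833 (median 15300508) for Mcm4-HA (HOP). The authors aligned and counted the reads as in the other experiments. The rDNA held a median of 58.5% of the counts in HOP, 62.0% in Orc1-HA and 55.9% in Mcm4-HA, and the 20th percentile was 16.5, 16.0 and 19.0 counts per window. Libraries of all 3 strains share coordinates, since their windows right of TRP1 are displaced by the same 1750 bp and those right of ADE2 by 2000 bp. Regions of 500 bp bins with a value of at least 2 in each of 3 libraries were used here in place of MACS peaks. The OriDB list and origin efficiencies were not used here.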

Experimental replicates show a high correlation (Figure S5A). 

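Replicate r over bins outside the rDNA ranged from 0.831 to 0.859 in HOP, from 0.869 to 0.879 in Orc1-HA and from 0.871 to 0.897 in Mcm4-HA.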

Because replication origins in yeast have been mapped and many functionally confirmed by multiple approaches, the known origins comprise a powerful set to validate our ChIP of these proteins. We used the extensive OriDB list of 829 origins categorized therein as confirmed (410), likely (216), and dubious (203) [13].

We generated chromosome plots of the results before and after RN and indicated the positions of confirmed origins on these plots as well as peaks called by MACS and generated a chart of overlap between called peaks and origins in different categories (Figure 5A,B). Venn diagrams show the overlaps between uncontrolled and RN datasets with origins and compare Orc1 versus Mcm4 overlaps with and without RN (Figure 5C and Figure S5B). 

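Orc1-HA (HOP) had 594 regions before RN with HOP and 357 after it (60.1%). When 1 library was left out these counts ranged from 659 to 682 and from 358 to 390. Before RN a region lay at 15 of the 16 centromeres and after RN at none (0). Regions at a tRNA gene numbered 19 of 501 (3.79%) before and 16 of 315 (5.08%, 95% interval 3.15 to 8.09) after RN. In edgeR, 875 of 24056 bins were enriched in Orc1-HA over HOP and 42 depleted, and the depleted bins numbered 73, 68 and 65 without Orc1-HA replicate 1, 2 or 3 and 67 without HOP replicate 1. DESeq2 called 962 and 16. The largest changes were at chr V 286501 to 288500 by SUP19 and ICL1 (log2 fold change 5.00, adjusted p = 1.16e-31) and chr II 169501 to 171000 by LSM2 and RPL19B (4.48), in 9 of 9 pairs of libraries. Of the enriched bins, 11 lie at or close beside the ORC1 and URA3 genes, which belong to the tagging construct. At ORC1, extra copies of the construct cannot be told apart from signal that spreads beyond the gene.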

The peak-calling analysis reveals a substantial reduction in the number of dubious origins called relative to the other categories with the application of HOP control normalization (Figure 5B). For Orc1, a similar number of confirmed origins were called peaks in the controlled (254) and uncontrolled (268) dataset, whereas the number of “other” peaks was reduced nearly 3-fold in the RN (99) versus uncontrolled (279) set. Similarly, in the RN versus uncontrolled data, dubious origins were also reduced (from 56 to 22), while origin in the likely category were reduced intermediately to the confirmed and dubious, as expected. Thus, the application of HOP-RN to Orc1-HA increased the proportion of total called peaks accounted for by a confirmed or likely origin from 52% (356/691) to 73% (319/440), while only reducing the total number of called origins in this grouping by 10%.

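Mcm4-HA (HOP) had 494 regions before RN and 315 after it (63.8%). With 1 library left out, the ranges were 550 to 706 and 313 to 345. Before RN 259 of the 494 (52.4%) overlapped an Orc1 region called after RN, and after RN 274 of 315 (87.0%, 95% interval 82.8 to 90.3) did. Regions at centromeres went from 12 to 0. In edgeR, 514 of 24060 bins were enriched and 164 depleted (75.8% enriched), against 579 and 118 (83.1%) with TMM normalization. The largest changes lay at chromosome ends, with 3.36 on the log2 scale at chr VI 501 to 1500 (adjusted p = 6.84e-21, in 9 of 9 pairs of libraries).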

For Mcm4, the overall results followed a similar pattern with the application of HOP-RN reducing calls at “other” and “dubious” loci more than “confirmed” and “likely” origin loci. For example, peak calls overlapping with confirmed origins decreased by 20% (from 247 to 197), while dubious and other calls decreased by 81% (from 402 to 75) (Figure 5B). There was a lower overall number of Mcm4 than Orc1 peaks called in HOP-RN sets, which may reflect loci that are inefficient at MCM loading [12]. 

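Among the Orc1 regions after RN, 272 (76.2%, 95% interval 71.5 to 80.3) overlapped a Mcm4 region. Rotation of the regions gave an average of 10.3 overlaps and at most 21. Both sets were divided by the same HOP libraries. Simulated libraries that share only that control gave a median of 6.0 regions in each set, of which a median of 4.0 overlapped over 20 draws. The simulated sets were thus small, and most of their regions overlapped from the control alone. Before RN 393 of 594 Orc1 regions (66.2%) overlapped a Mcm4 region. The paper proposes that the lower number of Mcm4 than Orc1 calls may come from loci with inefficient MCM loading.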

We tested whether a relationship exists between CHIP signals for Orc1 and/or Mcm4, presumed to represent the binding occupancy of these proteins, and the efficiencies of individual origins, as MCM stoichiometry at replication origins has been proposed to regulate replication timing [14]. However, no significant correlation was found between origin efficiencies and Orc1 or Mcm4 ChIP signals (Figure S5C).

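After HOP-RN, the median signal at tRNA genes was 1.11 against 0.928 for all bins in Orc1-HA (log2 ratio 0.25) and 0.818 against 0.935 in Mcm4-HA (-0.19), each with a two-sided permutation p of 2e-05, the smallest possible. The log2 change from HOP libraries was 0.23 for Orc1-HA (adjusted p = 0.00248 from limma, in 9 of 9 pairs of libraries; 0.18 to 0.29 with 1 library left out) and -0.25 for Mcm4-HA (adjusted p = 0.00120, 9 of 9 pairs). With the mean over genes in place of the median it was -0.15 for Mcm4-HA with an adjusted p of 0.0545, and the alternatives ranged from 0.000475 to that value. The difference between the 2 changes was 0.48 (limma interaction, adjusted p = 5.93e-08).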

We also generated heatmaps of hyperChIPable loci, *tRNAs*, and origins, and observed a modest but significant enrichment for hyperChIPable and *tRNAs* in *ORC1-HA* HOP-RN, but not with *MCM4-HA* HOP-RN. Enrichments may reflect the co-localization of origins with *tRNAs*, which has been previously reported [12]. Regardless, the application of RN reduces signal enrichment at hyperChIPable and *tRNA* loci, while maintaining, if not enhancing, origin signals for both ORC1-HA and MCM4-HA (Figure 5D).

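Mcm4-HA exceeded HOP at the Orc1 regions by 1.47 on the log2 scale (adjusted p = 1.50e-27 from limma, in 9 of 9 pairs of libraries; 1.43 to 1.51 with 1 library left out). Part of that value is built in, since the regions were called from Orc1-HA divided by the same HOP libraries, where the log2 ratio to all bins was -0.57 against -0.32 in unsynchronized HOP. Before RN, Mcm4-HA itself had a log2 ratio of 0.90 there (two-sided permutation p = 2e-05, the smallest possible). After HOP-RN the Mcm4-HA median was 2.70 against 0.935 for all bins. No such value is given for Orc1-HA, since the regions were chosen from its own signal. Before RN the log2 ratio of the tRNA median to all bins was 0.01 for Orc1-HA (two-sided permutation p = 0.662) and -0.46 for Mcm4-HA.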

The examination of the chromosome plots of the control anti-HA IPs shows the strong enrichment of centromere (*CEN*) sequences, which is also shown by a heatmap of averaged data at *CEN* sequences (Figure 5A,D). 

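Centromere positions were taken as the midpoint between the last locus of the left arm and the first of the right arm in the gene table (R64), and a 500 bp bin at each of the 16 was used. In HOP G1 libraries the median signal at centromeres was 8.53 against 1.41 for all bins (two-sided permutation p = 2e-05, the smallest possible). In unsynchronized cells it was 3.78 against 1.23 in the untagged strain with anti-HA (same p) and 1.44 in HOP (log2 ratio to all bins 0.25, permutation p = 0.00024). The change from untagged to HOP was -1.48 (adjusted p = 1.60e-10 from limma, in 9 of 9 pairs of libraries). Orc1-HA had 4.86 and Mcm4-HA 2.96 at centromeres before RN, and 0.573 and 0.363 after RN.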

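At the Orc1 regions, HOP G1 libraries had a median signal of 0.953 against 1.41 for all bins, a log2 ratio of -0.57 (two-sided permutation p = 2e-05, the smallest possible). Since those regions were called from Orc1-HA divided by these same HOP libraries, low HOP signal is built into that value. HOP and untagged anti-HA libraries of unsynchronized cells, which played no part in the calling, had -0.32 and -0.33 (same p).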

We also noticed that signals at replication origins were under-enriched in the HOP control dataset, contributing to an improvement in the signal upon RN (Figure 5A,D and Figure S2C, Table S1). 

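With anti-MYC and anti-FLAG, the log2 ratio of the median at Orc1 regions to that of all bins was -0.07 and -0.23 in the untagged strain and -0.05 and -0.15 in MOP and FLOP. In G1 cells it was -0.14 in MOP and -0.25 in FLOP. The two-sided permutation p was 0.00028 for unsynchronized MOP and 2e-05, the smallest possible, for the other 5.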

Though modest, a similar hypoChIPability of origins signals was significant in the anti-MYC and anti-FLAG controls (Figure S2C, Table S1). In contrast to the anti-HA IPs, *CEN* sequences were significantly under-enriched in the anti-MYC and anti-FLAG controls (Figure S2C, Table S1).

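The median signal at centromeres was 0.803 in the untagged strain with anti-MYC, a log2 ratio of -0.67 to all bins, and 0.853 with anti-FLAG (-0.47). It was 0.985 in MOP (-0.30, two-sided permutation p = 6e-05) and 0.705 in FLOP (-0.72). In G1 cells the ratio was -1.01 in MOP and -0.72 in FLOP. The p was 2e-05, the smallest possible, for the 5 values other than that of unsynchronized MOP.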

### 2.6. Controls Enhance Analysis of Potential Hyperchipable Loci

Given the utility of our approach in detecting and eliminating hyperChIPable signals, we wondered how it would perform at a potentially hyperChIPable locus of interest such as the highly expressed *rDNA*, which has indeed been identified as hyperChIPable [5]. Each *rDNA* repeat contains a potential replication origin, and we functionally identified the *rDNA* origin(s) as Fkh-activated [9]. In the course of these studies, we also analyzed Sir2-3xFLAG(FLOP), which has been reported to bind and function within the *rDNA* to regulate gene expression and recombination [15]. 

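Sir2-FLAG (FLOP) was measured in 3 G1 libraries with 19387543 to 27486355 summed counts (median 20712154), aligned and counted by the authors as the others, and compared with the 3 FLOP G1 libraries. The rDNA held a median of 40.8% of the Sir2 counts, and the 20th percentile was 33.5 counts per window. Replicate r over bins outside the rDNA was 0.904 to 0.941. Reads of the rDNA were counted at the copies that the sequence holds on chr XII, so its windows sum the reads of all copies, and a change in copy number between cultures would appear in them as a change in signal. By edgeR, 390 of 24065 bins were enriched in Sir2-FLAG over FLOP and 304 depleted (56.2% enriched). The scaling mattered here: TMM normalization gave 240 and 565 (29.8% enriched), DESeq2 242 and 549, and the median log2 fold change of all bins was 0.19 under the 20th-percentile scaling. Enriched bins numbered 258 without Sir2-FLAG replicate 2 and 548 without replicate 3.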

Unlike the largely sequence-specific DNA binding of Orc1 and Fkh1, Sir2 is recruited to specific loci by other proteins, including Orc1 indirectly, and then spreads in cis along chromatin to deacetylate histone tails. We plotted the G1-phase ChIP-enrichment of Sir2-FLAG, Orc1-HA, Mcm4-HA, and Fkh1-MYC at the *rDNA* before and after RN (Figure 6A). With the exception of Fkh1-MYC, each of the uncontrolled ChIPs shows substantial signal enrichment across the entire *rDNA* locus with several peaks and valleys. In contrast, RN normalized data show sharp, narrow peaks at specific loci, and the substantial reduction in the signal across most of the region, with the exception of the Sir2-FLAG data, which show a combination of sharp peaks above a high baseline of enrichment across the *rDNA* region. 

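Over 1 rDNA unit before RN, the signal in 50 bp windows had a median of 1679 for Orc1-HA, with a highest value of 2522 ± 128.6 (SD, n = 3 libraries). The median was 1274 for Mcm4-HA (highest 1949 ± 484.9) and 634 for Sir2-FLAG (highest 1404 ± 534.4). Fkh1-MYC (MOP) had a median of 1081 and a highest window of 4451 ± 1857, at 459001 of chr XII. The control libraries had medians of 1630 in HOP, 64.6 in FLOP and 634.0 in MOP.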

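After RN the median over the unit was 0.979 for Orc1-HA, 0.778 for Mcm4-HA and 1.63 for Fkh1-MYC, and the highest windows reached 4.21 ± 0.522 (SD, n = 3 libraries), 2.94 ± 0.356 and 8.83 ± 3.69. Sir2-FLAG had a median of 10.6 and a lowest window of 7.57, with a highest window of 18.2 ± 6.37. The ratio of highest to median window was 4.30 for Orc1-HA after RN against 1.5 before it, and 1.73 against 2.21 for Sir2-FLAG.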

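Each adjusted p here is from edgeR for the bin at the middle of the spacer or gene. In the spacer with the origin (chr XII windows 458401 to 459700), the log2 ratio to the control was 1.60 for Orc1-HA (adjusted p = 6.51e-08). It was 0.90 for Mcm4-HA (0.0244), 2.78 for Fkh1-MYC (0.00577) and 3.53 for Sir2-FLAG (4.37e-08). In the spacer with the RFB (459751 to 460750) it was 1.16 for Orc1-HA (0.000813), 0.18 for Mcm4-HA (0.823), 2.02 for Fkh1-MYC (0.0573) and 3.19 for Sir2-FLAG (4.02e-07). Over the 35S gene (451551 to 458450) Sir2-FLAG had 3.48 (2.10e-08), Orc1-HA -0.18, Mcm4-HA -0.55 and Fkh1-MYC 0.79. In the exact two-sided permutation test of 3 against 3 libraries, p was 0.1, the smallest possible, at both spacers except for Mcm4-HA at the RFB (0.5), and 0.1, 0.8, 0.2 and 0.4 over the 35S gene. Without Fkh1-MYC (MOP) replicate 1 the Fkh1-MYC ratio at the origin was 2.38, and without MOP replicate 2 it was 3.21. The highest RN window began at 459051 for Orc1-HA, 458901 for Mcm4-HA, 459001 for Fkh1-MYC and 458501 for Sir2-FLAG.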

Orc1, Mcm4, and Fkh1 peaks co-localize to the origin sequences (ARS1200-1,2), while Sir2 spreads across the region with a major peak at the I element and a secondary peak aligning with the replication fork barrier (RFB) (Figure 6A). These findings are consistent with available knowledge [16] and suggest that our controls enhance the detection of bona fide protein binding even within highly expressed loci such as the *rDNA*, which may exhibit non-specific enrichment. 

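The Sir2-FLAG libraries differed among themselves in the rDNA. Over the 35S gene the signal was 662.0 ± 278.9 (SD, n = 3 libraries) against 59.3 ± 6.62 in FLOP, and the log2 ratio ranged from 3.10 to 3.72 with 1 library left out. The paper reasons from the narrow peaks left after RN and the high Sir2 baseline, and proposes that the controls improve detection of bound protein within a highly expressed locus.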

Inherent differences in protein binding modes may also be evident in the unique spreading of the Sir2 signal not observed for Orc1, Mcm4, and Fkh1 in these experiments. We also plotted Sir2 as a function of the distance from telomeres, highlighting other known Sir2 binding loci, such as *HML* and *HMR* (Figure 6B), and we plotted full data for chromosome III, which contain the silent loci (Figure 6C). These data show that most Sir2 enrichment occurs near telomeres, and in the vicinity of *HML* and *HMR* where Sir2 enrichment appears to be maximal between the silencer elements. 

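In bins 0 to 2 kb from a chromosome end, the median RN signal of Sir2-FLAG was 2.01 ± 0.452 (SD, n = 3 libraries), and it declined to 1.52 ± 0.316 at 2 to 5 kb, 1.41 ± 0.206 at 5 to 10 kb, 1.20 ± 0.107 at 10 to 20 kb and 1.11 ± 0.0844 beyond 50 kb. Of 376 enriched bins that could be placed, 164 (43.6%) lay within 20 kb of an end, where 5.70% of all bins lie, 66 in the rDNA, 3 at HML or HMR further in and 143 elsewhere. With TMM normalization there were 240 enriched bins, placed or not, against 390. Of 51 regions with RN of at least 2 in each library, 40 (78.4%) lay near an end, against 12.5% before RN, when there were 623 regions in total. Without Sir2-FLAG replicate 3 there were 981 before RN.
HML (chr III windows 12351 to 13850) had a signal of 3.26 ± 0.127 against 0.778 ± 0.115 in FLOP, and HMR (293151 to 294350) had 3.35 ± 0.396 against 1.58 ± 0.211, log2 ratios of 2.05 and 1.08 (exact permutation test, two-sided, p = 0.1, the smallest possible). With scaling by the median the ratio at HMR was 0.85. By the paper's legend the strain is MATa and the reference MATα, which holds no a genes at MAT. Reads of the a genes at MAT can therefore be placed at HMR, so its signal may mix both loci. In FLOP the signal was 1.58 at HMR against 0.778 at HML. The smaller ratio at HMR thus does not show less Sir2 there than at HML. The α genes at MAT had 3.00 in Sir2-FLAG against 0.852 in FLOP, and over the 20 groups the ratio of HML to MAT signal had a median of 1.03 and a range of 0.82 to 1.11, so in the files reads of the α genes are placed at both loci. By the paper's legend the strain is MATa, so HML is the one source of these reads, and the α genes at MAT were deleted from the reference. The deposited counts still hold them, so the HML signal given here comes from another mapping than that of the legend.

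**Figure D2:**
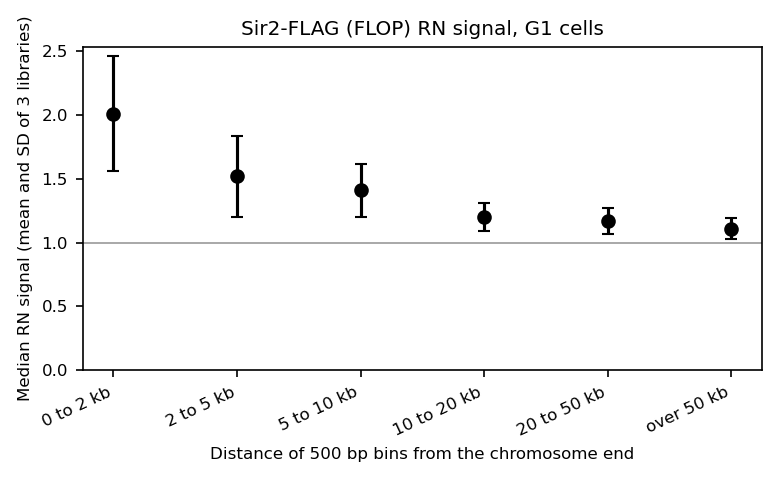
Median RN signal of Sir2-FLAG (FLOP) in G1 cells (vertical axis, ratio to FLOP) in 500 bp bins by distance from the chromosome end (horizontal axis). Points are means and bars are SDs of 3 libraries; the median declines from 2.01 in the first 2 kb to 1.11 beyond 50 kb.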

Enrichment at *HML* extends to the telomere, while enrichment appears isolated from the telomere at the more telomere-distant *HMR* (Figure 6C).

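On chr III the median RN signal was 2.70 ± 0.349 (SD, n = 3 libraries) between the left end and HML, 3.98 ± 0.251 at HML and 1.04 ± 0.0964 over the 10 kb to its right. It was 1.15 ± 0.0765 over the 10 kb left of HMR, 2.08 ± 0.0773 at HMR and 1.16 ± 0.0158 from HMR to 5 kb before the right end. The last 5 kb had 1.23 ± 0.0776. The value at HMR may also hold reads of the a genes at MAT.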

### 2.7. DNA-Binding Mutant May Be Ideal Control

We tried another approach that in principle should provide the perfect control for ChIP: the expression of a DNA-binding mutant (dbm) of the target DNA-binding protein. Such a control would have the same expression level, avidity for the antibody, and similar non-specific chromatin binding properties that might contribute to a non-specific ChIP signal. The approach requires prior knowledge and/or availability of such a mutation in the target gene. As the Forkhead DNA-binding domain structure has been previously determined [17,18], it was possible for us to create a mutant allele with specific amino acid changes in the DNA sequence recognition and binding surface, that we termed *fkh1-dbm*; we confirmed the defect in DNA binding by EMSA (Figure S7A). 

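The dbm experiment has 3 libraries of each strain. The authors aligned and counted them as before, and the Fkh1-MYC and Fkh1-FLAG libraries are those compared above with the untagged strain. Summed counts were 24631197 to 31039155 (median 28458376) for fkh1-dbm-MYC and 26913088 to 42565353 (median 33593448) for fkh1-dbm-FLAG, with 74.5 and 83.0 counts per window at the 20th percentile. The MOP and Fkh1-MYC (MOP) libraries used for comparison are several times shallower. Replicate r ranged from 0.943 to 0.948 for fkh1-dbm-MYC and from 0.949 to 0.961 for fkh1-dbm-FLAG.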

We constructed MYC- and FLAG-tagged versions of *fkh1-dbm* and replaced *FKH1* and conducted ChIP-seq in unsynchronized *FKH1-MYC*, *fkh1-dbm-MYC*, *FKH1-FLAG*, and *fkh1-dbm-FLAG* (lacking MOP or FLOP constructs). Data were processed and analyzed as above; correlation of replicates was confirmed (Figure S7B).

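At the RE, fkh1-dbm-MYC had a signal of 1.22 ± 0.0657 (SD, n = 3 libraries) against 13.4 ± 2.39 in Fkh1-MYC. The log2 ratio was 3.45 (adjusted p = 7.46e-31 from edgeR for the bin at the middle of the RE). fkh1-dbm-FLAG had 0.954 ± 0.0494 against 4.50 ± 0.716, a ratio of 2.23 (adjusted p = 1.05e-17). The TEM1 promoter had 0.871 ± 0.0721 against 8.13 ± 0.459 with anti-MYC (3.21) and 0.885 ± 0.0690 against 6.31 ± 1.14 with anti-FLAG (2.82). The exact two-sided permutation p was 0.1 for these 4 comparisons, the smallest possible. In fkh1-dbm-MYC and fkh1-dbm-FLAG, the median at CLB2-cluster promoters was below that of all bins, with log2 ratios of -0.21 (permutation p = 0.00018) and -0.27 (permutation p = 0.0001), against 0.97 in Fkh1-MYC and 0.48 in Fkh1-FLAG. At the Orc1 regions the ratios were -0.19 and -0.25 in the mutants.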

Chromosome plots and heatmaps show the complete elimination of enrichment at specifically enriched loci, confirming the *fkh1-dbm* defect in vivo (Figure 7A and Figure S7C). Furthermore, fkh1-dbm exhibited continued enrichment for hyperChIPable and *tRNA* loci. Thus, RN using *fkh1-dbm* (dbm-RN) data results in the elimination of hyperChIPable signals while retaining the enrichment of the signal at replication origins and *CLB2*-cluster genes (Figure 7A). 

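The median tRNA signal was 1.28 against 1.18 for all bins in fkh1-dbm-MYC (log2 ratio 0.12, two-sided permutation p = 2e-05, the smallest possible) and 1.24 against 1.20 in fkh1-dbm-FLAG (0.04, permutation p = 0.0376). Relative to the untagged strain the change was 0.30 with anti-MYC (adjusted p = 0.000127 from limma) and 0.25 with anti-FLAG (adjusted p = 0.000984), in 9 of 9 pairs of libraries each. With only the 2 groups in the fit the adjusted p with anti-MYC was 0.103, and its alternatives ranged from 3.93e-05 to 0.224.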

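From fkh1-dbm-MYC to Fkh1-MYC the tRNA median fell by 0.04 on the log2 scale (adjusted p = 0.721 from limma), and from fkh1-dbm-FLAG to Fkh1-FLAG by 0.10 (adjusted p = 0.202), each in 9 of 9 pairs of libraries. With only the 2 groups in the fit these p values were 0.0251 and 0.0416, and over the alternatives they ranged up to 0.988 and 0.868. The CLB2-cluster promoters rose by 1.17 (adjusted p = 7.68e-18; 1.12 to 1.25 with 1 library left out) and 0.60 (adjusted p = 3.88e-09; 0.57 to 0.63), in 9 of 9 pairs each. The Orc1 regions rose by 0.34 (adjusted p = 6.08e-07) and 0.24 (adjusted p = 0.000159), also in 9 of 9 pairs. From the mutant's lost specific signal and its kept background, the paper reasons that dbm-RN removes non-specific signal and leaves that of bound loci.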

Peak-callings were performed on the RN data and compared as above. For both IPs, data normalized by *fkh1-dbm* as opposed to MOP or FLOP yielded more peak calls, 795 versus 501 for MYC and 474 versus 286 for FLAG (Figure 7B). 

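Regions after dbm-RN numbered 338 for Fkh1-MYC and 200 for Fkh1-FLAG, against 460 and 357 before it. In edgeR 777 of 24067 bins were enriched in Fkh1-MYC over fkh1-dbm-MYC, with 740 to 806 when 1 library was left out, and 429 of 24065 in Fkh1-FLAG over fkh1-dbm-FLAG, with 386 to 468. No bin (0) was depleted in either comparison by edgeR or DESeq2, and 0 had a decrease of that size at an unadjusted p below 0.05. With 1 library left out there was 1 with anti-MYC, without Fkh1-MYC replicate 1 or fkh1-dbm-MYC replicate 2, and there were 3 with anti-FLAG, without Fkh1-FLAG replicate 2. The region with the largest change overlapped the RE in both comparisons. It was chr III 27501 to 30500 with anti-MYC (5.76 on the log2 scale) and 28001 to 30500 with anti-FLAG (4.21). These windows differ from those of the RE signal given above. With anti-MYC, chr XVI 328501 to 330500 came next (4.89). Each of these regions changed in 9 of 9 pairs of libraries. The counts of single 50 bp windows were thinned to at most the depth of the LexA-controlled libraries. With anti-MYC, the mutant control gave 807 enriched bins at full depth and a median of 938.5 (907 to 957 over 10 draws) after thinning, against 747 with MOP. With anti-FLAG it gave 468 and a median of 467.5 (463 to 472), against 393 with FLOP. That is no comparison at equal depth, since the Fkh1-FLAG libraries were shallower than those of Fkh1-FLAG (FLOP), with a 20th percentile of 63.0 against 126.5 counts.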

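Among Fkh1-MYC regions after MOP-RN, 257 (89.5%, 95% interval 85.5 to 92.6) overlapped a region after dbm-RN, against an average of 10.4 by rotation. Among Fkh1-FLAG regions after FLOP-RN, 134 (87.0%, 80.8 to 91.4) did, against 2.77 by rotation. The 2 sets in each comparison come from different libraries.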

Most peaks in the MOP- or FLOP-controlled sets were also called in the larger dbm-RN sets, which performed similarly to MOP-RN and better than FLOP-RN at capturing Fkh-activated origins and *CLB2* cluster genes in proportion to set sizes. We conclude that the DBM control is likely a superior approach when available.

## 3. Discussion

### 3.1. Expression of a Decoy Protein to Control for Non-Specific Sequence Enrichment

Our results show that the in vivo expression of a heterologous or non-DNA-binding protein sharing an epitope tag with the experimental target protein provides an effective sensor for ChIP to identify non-specific signals for use in data normalization, and thereby can greatly enhance the quality of ChIP-seq analysis. Our approach requires data from two ChIPs (each of which should be replicated): the control strain expressing the “mock” binding protein (e.g., MOP, HOP, FLOP) and the experimental strain also expressing the protein of interest tagged with the same epitope as the control protein. These datasets are scale-normalized, and the experimental set is divided by the control set, yielding ratio-normalized data. We validated our data through a series of experiments using proteins with known targets. Our results yield new, high-quality data for Fkh1 in unsynchronized cells, and Fkh1, Orc1, Mcm4, and Sir2 in G1-synchronized cells. More broadly, our results validate an experimental control paradigm and provide constructs for working with epitope-tagged proteins in ChIP.

We chose LexA due to its natural absence from yeast along with its established use as a robust and specific DNA-binding protein to its specific target sequence [19]; it was also convenient as we already possessed DNA sequences containing elements for expression and binding to use for the control constructs. We see no reason why other proteins could not be similarly used, and they actually might function better. In fact, we show that a potentially ideal control, if available knowledge and/or resources exist, is the expression of a DNA/chromatin-binding defective version of the target protein to use for ratio normalization. Our findings strongly emphasize the value of the efforts required to implement these controls.

For proteins that are recruited to chromatin by other factors, ChIP in cells depleted of the recruitment factor(s) should provide a rigorous test of specificity. Inclusion in the expression vector of lexA DNA-binding sequences provides a positive control for the expressed LexA protein in the ChIP with potential information about the resolution of the data. In addition, these internal controls can serve as internal standards against which other loci may be measured, or to confirm alternative normalization methods.

### 3.2. Multiple Factors Contribute to Non-Specific ChIP-Signal Enrichment

Analysis of non-specific signal enrichment showed that numerous factors influence such enrichment, including the antibody used for IP, the expression of antibody target protein(s), both control and experimental, and the epitope tags. The Fkh1 analysis suggests that IPs against MYC were more specific than against FLAG; however, it should be recalled that the number of repeats for the tags varied. In addition, the cell cycle stage of analysis also impacted non-specific sequence enrichment. For example, the hyper-enrichment of *CENs* in anti-HA IPs was much enhanced in G1 phase. In contrast, *CENs* were hypo-enriched in the FLAG and HA IPs and replication origins also in all three IPs. 

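From unsynchronized to G1 cells, the median at centromeres relative to all bins rose by 2.50 on the log2 scale in HOP (adjusted p = 9.09e-18 from limma, in 9 of 9 pairs of libraries; 2.27 to 2.68 with 1 library left out). It fell by 0.81 in MOP (adjusted p = 4.97e-05, 9 of 9 pairs) and by 0.01 in FLOP (adjusted p = 0.958, 4 of 9 pairs). The unsynchronized anti-HA IPs used 2 antibodies (12CA5 and 16B12) and the G1 anti-HA IPs used 12CA5, so the cell cycle stage and the antibody changed together. The HOP value was 0.18 ± 0.42 (SD, n = 3 libraries) in unsynchronized and 2.69 ± 0.09 in G1 cells, and the untagged strain with anti-HA had 1.67 ± 0.15.
In HOP as a whole, 353 of 24063 bins were enriched and 92 depleted in G1 cells (79.3% enriched), against 147 and 254 (36.7%) with TMM normalization, and without HOP G1 replicate 1 there were 142 depleted bins. The median log2 fold change of all bins was 0.26. The largest changes outside the rDNA and its right flank were at chr XIII 267001 to 269000 by YPT7 and CDC5 (3.69).

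**Figure D3:**
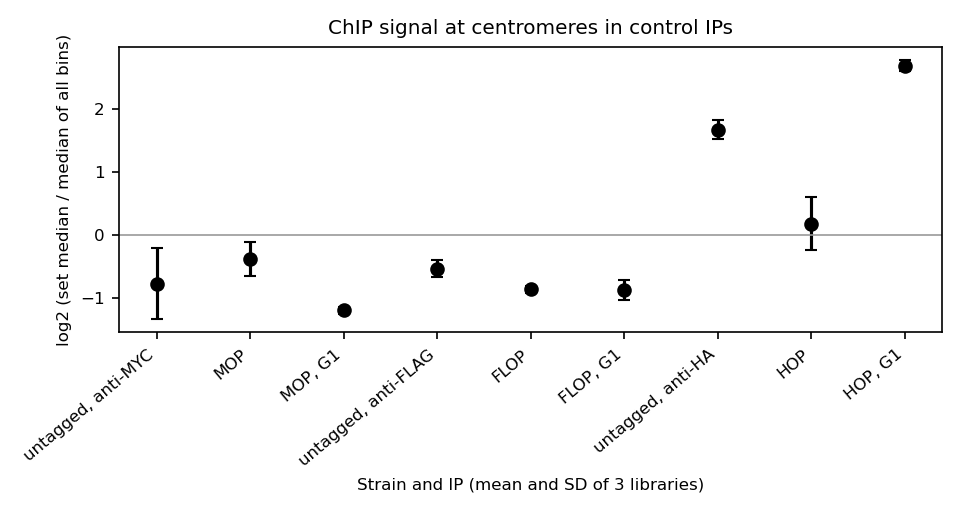
Log2 ratio of the median signal at 16 centromeres to the median of all bins (vertical axis) in control IPs by strain, IP and culture. Points are means and bars are SDs of 3 libraries; HOP sits at 0.18 in unsynchronized and 2.69 in G1 cells.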

Overall, we showed that carrying out ChIP with appropriate control strains identifies these biases in the data, enabling their effective subtraction from the data to yield more accurate results.

Our results indicate that the presence of a target protein for the antibody alters non-specific IP, probably at least in part due to competition for binding the antibody. Compared to an untagged strain, the strains expressing the heterologous epitope-tagged protein appear to more greatly enrich hyperChIPable or other non-specific loci that are also likely to be enriched in the ChIP against the protein of interest, and this appears to be key to their action here. It is possible and likely that the control protein IP enriches for additional, non-specific sequences than the target protein IP, which is why the experimental strain also expresses the control protein. In this regard, we think the dbm approach is most ideal because the dbm protein is biochemically identical to the target protein of interest, save a few amino acid changes disrupting high-avidity, sequence-specific binding. Thus, other interactions that might contribute to non-specific IP will likely be retained, allowing their subtraction, with less risk of adding new, non-specific targets of IP.

### 3.3. No Control, No Experiment

The powerful insight provided by bona fide ChIP results in identifying a protein–DNA/chromatin interaction in vivo, which has made such analysis de rigueur. However, ChIP applications, especially for new discoveries, are fraught with uncertainty regarding absent stringent attention to controls to validate results and, as we have shown, to correct for intrinsic, yet unpredictable sequence enrichment biases. Even with a previous application of untagged strain controls, we failed to correct for biased enrichment, an error we have now rectified. The obvious controls are critical to attempt, but the best controls are not always obvious or feasible. With the application of effective controls as we describe here, ChIP datasets can be filtered of contaminants and made more inherently valuable for all downstream uses.

## 4. Materials and Methods

### 4.1. Plasmid Constructions

Primer sequences and descriptions are given in Table S3. Plasmids pADE2-MOP, pTRP1-HOP, and pADE2-FLOPv2x2 (herein otherwise referred to as pADE2-FLOP) were constructed by Gibson assembly (SGI #GA1200) and/or standard restriction endonuclease digestions and ligations (New England Biolabs, Ipswich, MA, USA), according to the manufacturer’s protocols. 13xMYC, 3xHA epitope tags, and *TEF1* promoter sequences were PCR amplified from pFA6 vectors [20]; 3xFLAG was amplified from p2L-3Flag-TRP1 (T. Tsukiyama, Seattle, WA, USA); and *ADH1* sequences and lexA protein coding and lex Operator binding sequences were amplified from pJL4 and pEC15 [21]. Partial *ADE2* and *TRP1* target sequences (from BY4741) for genome targeting and selection were designed to integrate the constructs stably into the homologous regions, bearing the auxotrophic mutations in the W303 background (i.e., *ade2-1* and *trp1-1*). His6-tagged protein expression and the construction of p405-FKH1 has been described previously [22]. Site-directed mutagenesis was used to produce pET28a-Fkh1-dbm using Quickchange Multi kit Agilent, Santa Clara, CA, USA). Plasmid sequences were confirmed by DNA sequencing (Retrogen Inc., San Diego, CA, USA).

### 4.2. Yeast Strain Constructions

Primer sequences are given in Table S3. Genotypes of all yeast strains are given in Table S4. ADE2-MOP/FLOP and TRP1-HOP constructs were liberated from plasmid vectors by digestion with *SacI* + *KpnI* and transformed into yeast with the selection of -ade or -trp medium as appropriate. DNA was introduced into yeast by lithium acetate transformation with an appropriate selection [23] and was confirmed by PCR. The expression of all epitope-tagged proteins was confirmed by Western blot analysis of whole cell protein extracts produced by TCA precipitation, using the following monoclonal antibodies: anti-FLAG (Sigma M2, Cat#F1804, St. Louis, MO, USA), anti-MYC (BioLegend 9E10, Cat#626802, San Diego, CA, USA), or anti-HA (Thermo-Fisher 12CA5, Cat#11583816001, Waltham, MA, USA; or BioLegend 16B12, Cat#901514).

### 4.3. Other Methods

Yeast cultures were grown at 23 °C in YEPD and harvested during logarithmic growth or after 3 h of growth in the presence of 5 nM ⍺-factor. ChIP-Seq was performed in triplicate for each strain using the antibodies listed above at 1:200 according to our protocol and analysis pipeline in [24], with the following minor alterations: chromatin shearing with the Covaris (Woburn, MA, USA) S2 sonicator (duty cycle 20%, intensity 5, cycles/burst 200, for three 30 s cycles) was performed three times with 10 min on ice between cycles. Following IP, before proceeding to library construction, the purified DNA was subjected to a second shearing step using the Covaris S2 sonicator as follows: (duty cycle 10%, intensity 4, cycles/burst 200, for four 30 s cycles). Libraries were constructed using KAPA HyperPrep Kit (Roche, Indianapolis, IN, USA).

Amplified libraries were subjected to final quality control and quantifications for high-throughput sequencing using Illumina technology (150 bp paired-end), carried out by Novogene (Davis, CA, USA). Sequencing files were demultiplex using the ‘fastq-multx’ function in ea-utils version 1.1.2-806 and then aligned to the genome using Bowtie2 version 2.3.5.1. The mapped read files were converted to BAM format using the ‘view’ function in Samtools version 1.10. Reads were then pair matched using the ‘fixmate’ function in Samtools and sorted using the ‘sort’ function in Samtools. Duplicates were removed using the ‘markdup’ function in Samtools. These BAM files were then converted to BED files using the ‘bamtobed’ function in Bedtools2 version 2.27.1. The coverage of sequence alignments was then calculated across 50 bp windows using the ‘bamtobed’ function in Bedtools2. Sequencing data are available at GEO (GSE230475). Peaks were called by MACS version 2.2.7.1 using the BAM files following the removal of duplicates, genome size of 1.24 × 10^7^, no model, extension size of 100, a q-value cutoff of 5 × 10^−2^, and, when indicated, a control file.

To generate plots and perform statistical analysis, each binned coverage file was processed with a Matlab script that generates RN values for each experiment (see Table S5). The Matlab script RN_normalization was used to import the numbered. bed files and smooth across a set window (e.g., 500 bp). Then, data were scale-normalized using a set percentile as the background (e.g., 20%). Next, triplicates were averaged, and then experimental sets were divided by the appropriate control. The list of hyperChIPable sequences is from [5]; the list of origins is from oriDB (cerevisiae.oridb.org (accessed on 16 March 2021)); and the list of Fkh-activated origins is from [9]. *S. cerevisiae* genome sequence (last modified date: 25 October 2019, Time: 18:55:47.000Z) and element assignments (e.g., *tRNAs*, *CENs*) are from the Saccharomyces Genome Database (yeastgenome.org (accessed on 17 March 2021)). Origin efficiencies are from [25].

Electrophoretic mobility shift analysis (EMSA) was performed as follows: *TEM1* DNA probe was produced by annealing oligonucleotide primers (Table S3). On ice, 10 ng of DNA probe was combined with protein in a 20 μL total volume in 20 mM Tris-HCl pH 7.9, 50 mM KCl, 5 mM MgCl_2_, 3 mM DTT, 0.1 mg/mL BSA, 10% (*v*/*v*) glycerol. Binding reactions were incubated on ice for 15 min, followed by incubation at room temperature (22 °C) for 15 min. Samples were loaded onto a 10% (*w*/*v*) (21:1, acrylamide/bis-acrylamide) polyacrylamide gel and separated in a 0.5× TBE buffer at 120 V for 90 min in a 4 °C environmental chamber. The gel was stained in 0.5× TBE, 0.2 nM SYBR Green I (Molecular Probes, Eugene, OR, USA) for 10 min at 22 °C with gentle mixing. The gel was de-stained by incubating in H_2_O for 10 min at 22 °C with gentle mixing and repeating. The gel image was captured using a BioRad (Berkeley, CA, USA) FX scanner.

## Figures and Tables

**Figure 1:**
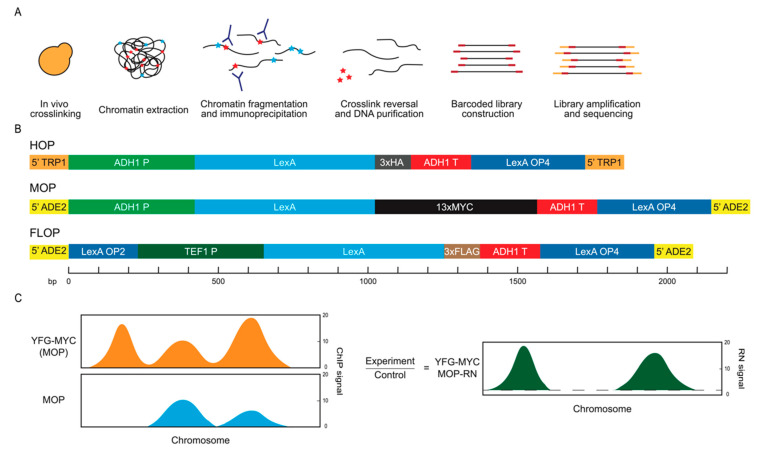
Control constructs and analysis scheme. (**A**) Standard ChIP-seq procedure performed here. Red stars represent the protein of interest and blue stars represent other proteins. Red rectangles represent unique barcode sequences and orange rectangles indicate universal indexes. (**B**) Schematic representation of DNA elements comprising the different control constructs, not showing the plasmid vectors. The *ADE2* and *TRP1* sequences target integration of the constructs as shown upstream of the promoter regions of these loci; P and T represent promoter and terminator sequences and LexA-OP2/4 represent two or four LexA binding sequences. (**C**) Schematic representation of ratio normalization (RN) to remove background signal.

**Figure 2:**
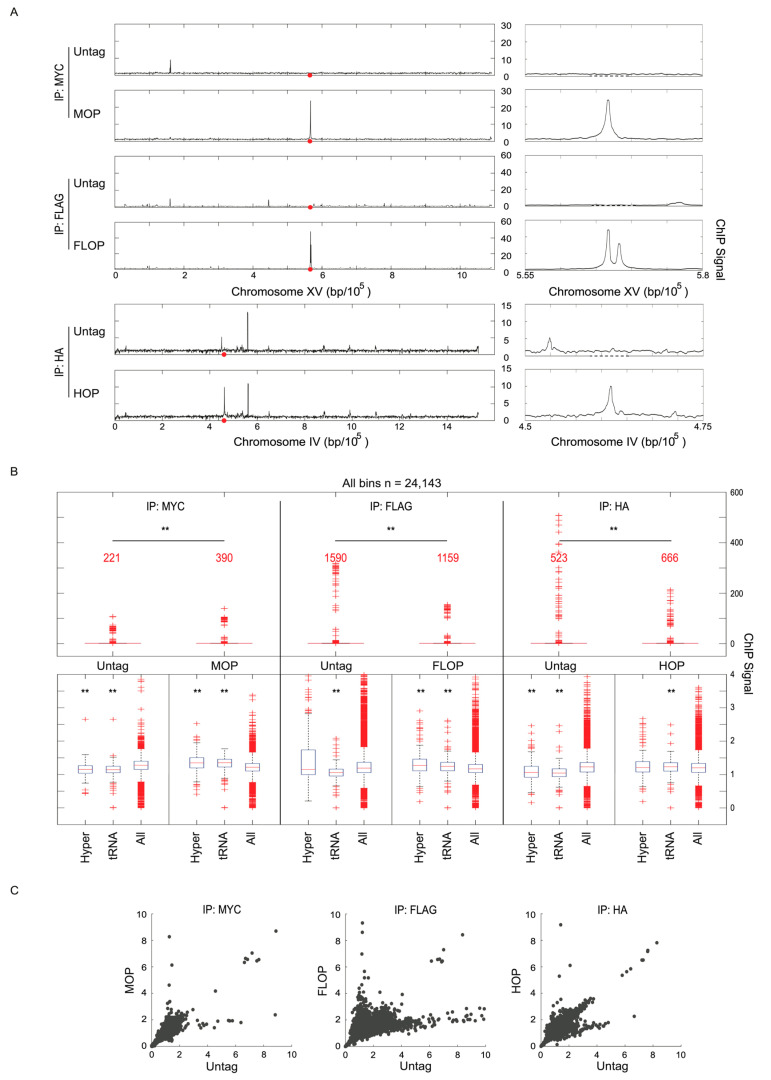
Enrichment of non-specific ChIP signals in control IPs. Strains MPy105 (MOP), MPy35 (FLOP), and MPy39 (HOP) were grown to log-phase, harvested, and analyzed using ChIP-seq. (**A**) Plots of ChIP signals across chromosomes XV and IV, which harbor the MOP, FLOP, and HOP loci, respectively indicated by red dots; panels to the right show zoomed-in view. (**B**) Distribution boxplots of ChIP signals (500 bp bins) across the whole genome and for specific sets of loci; results of Mann–Whitney tests of difference in distributions indicated by asterisks ** *p* < 0.01. Outliers are indicated with + and the number of positive outliers is indicated for each in red. (**C**) Two-dimensional scatter plots of ChIP signals for all bins for Untag versus MOP, FLOP, or HOP for each set of IPs.

**Figure 3:**
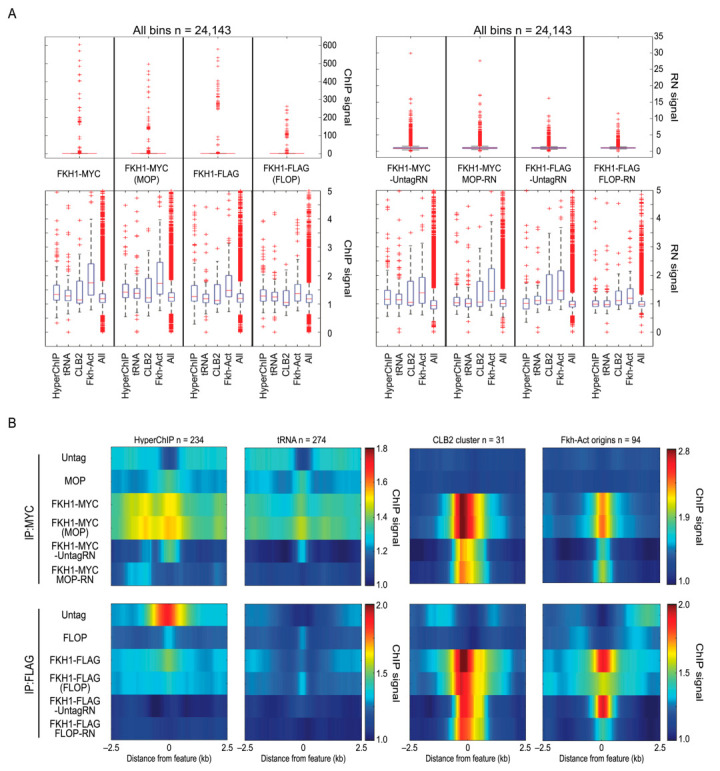
Ratio normalization using control reduces non-specific enrichment. Strains SSy161 (*WT*), MPy105 (MOP), MPy166 (*FKH1-9xMYC*), MPy108 (*FKH1-9xMYC*(MOP)), MPy35 (*FLOP)*, OAy1100 (*FKH1-3xFLAG*), and MPy55 (*FKH1-3xFLAG(*FLOP)) were grown to log-phase, harvested, and analyzed using ChIP-seq. (**A**) Distribution boxplots of ChIP signals (500 bp bins) across the whole genome and for specific loci; RN is the ratio normalized signal. (**B**) Heatmaps of averaged ChIP signal across 5 kb regions centered on the indicated features.

**Figure 4:**
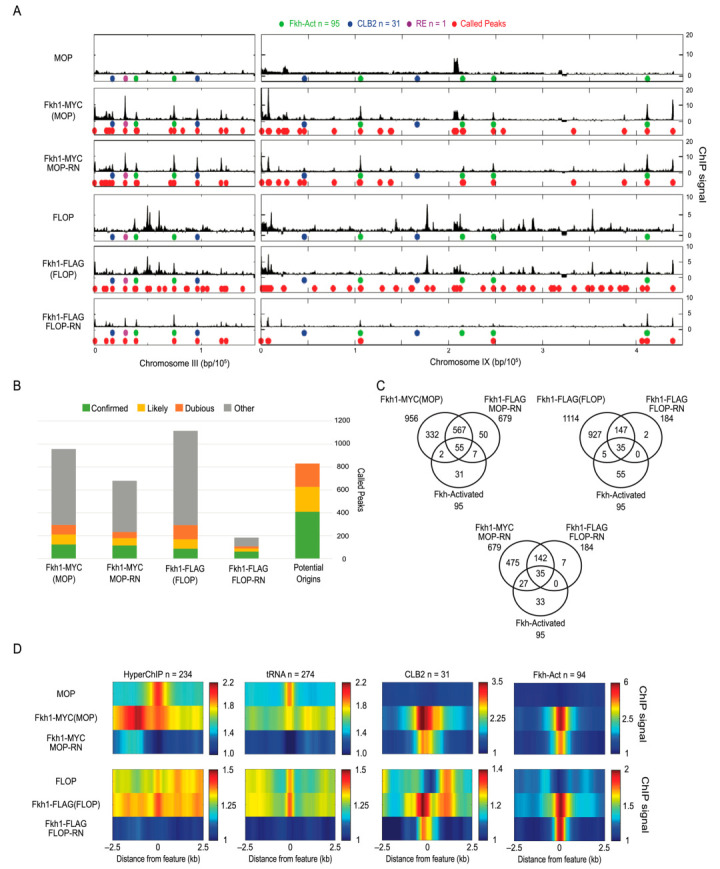
Improved detection of Fkh1 binding loci. Strains MPy105 (MOP), MPy108 (*FKH1-9xMYC*(MOP)), MPy35 (FLOP), and MPy55 (*FKH1-3xFLAG*(FLOP)) were synchronized in G1 phase, harvested, and analyzed using ChIP-seq. (**A**) Plots of ChIP signal across chromosomes III-L and IX with potential Fkh1 binding sites indicated as colored circles on one track and called peaks indicated on the lower track. (**B**) Stack graphs of peak calls overlapping with potential origins according to their categorization in oriDB or with other loci presumed not to contain replication origins. (**C**) Venn diagrams showing overlap of called peaks with origin sets and the MYC/MOP versus FLAG/FLOP sets. (**D**) Heatmaps of averaged ChIP signal across 5 kb regions centered on the indicated features.

**Figure 5:**
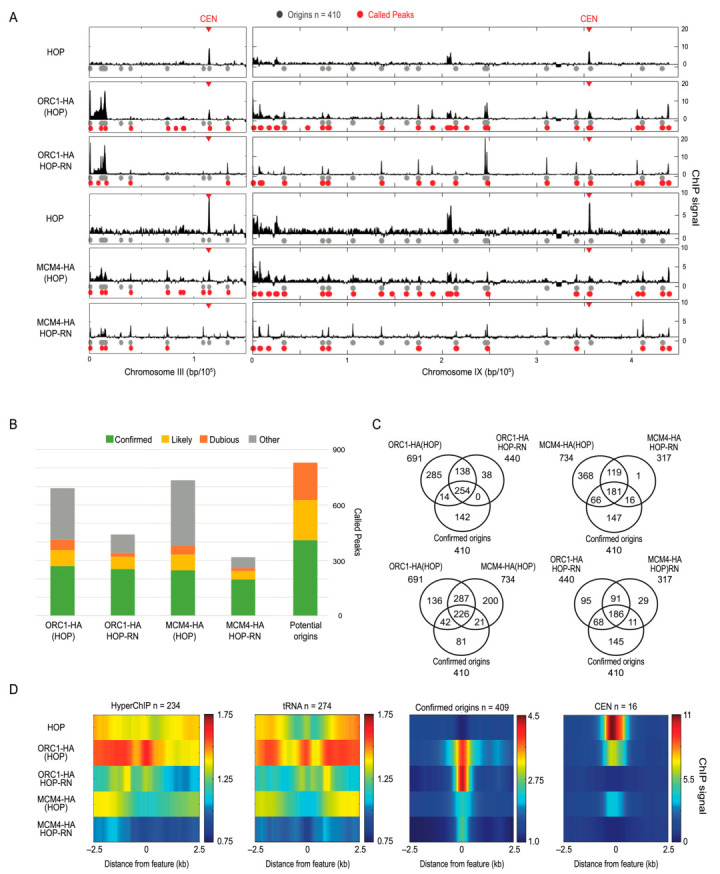
Improved accuracy in detection of ORC and MCM binding loci. Strains MPy39 (HOP), MPy199 (*ORC1-3xHA*(HOP)), and MPy102 (*MCM4-3xHA*(HOP)) were synchronized in G1 phase, harvested, and analyzed using ChIP-seq. (**A**) Plots of ChIP signal across chromosomes III-L and IX with potential origins indicated as gray circles on one track and called peaks indicated on the lower track in red and *CEN* indicated by arrowhead. (**B**) Stack graphs of peak calls overlapping with potential origins according to their categorization in oriDB or with other loci presumed not to contain replication origins. (**C**) Venn diagrams showing origin overlap of peaks called using RN and uncontrolled datasets against confirmed origins. (**D**) Heatmaps of averaged ChIP signal across 5 kb regions centered on the indicated features.

**Figure 6:**
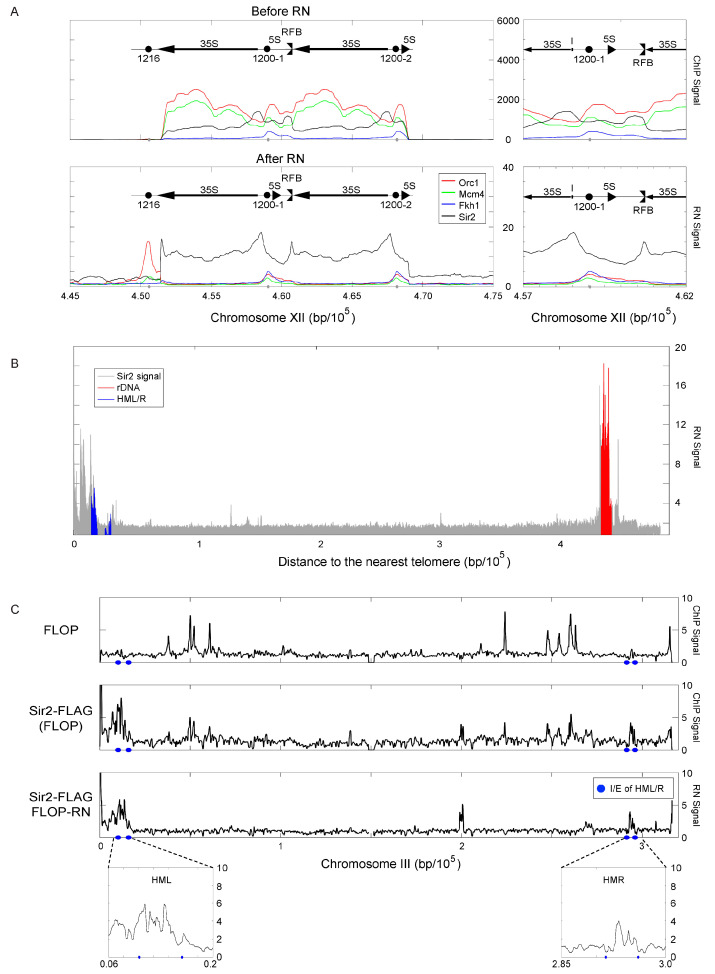
Sir2 detection within hyperChIPable *rDNA* locus and genome-wide. (**A**) Plots of ChIP signals overlaid across the *rDNA* region for G1-synchronized strains MPy108 (*FKH1-9xMYC(*MOP)), MPy199 (*ORC1-HA*(HOP)), MPy102 (*MCM4-3xHA*(HOP)), and YHy29 (*SIR2-3xFLAG*(FLOP)) before and after RN. (**B**) Plot of ChIP signals for all bins according to distance from the nearest telomere; bins mapping to the indicated loci are highlighted. (**C**) Plots of ChIP signals across chromosome III, with expanded view of *HML* and *HMR* silencer regions and silencer elements (E and I) indicated; correlation of replicates shown in Figure S6. Because the reference genome is *MATα*, while the analysis strain is *MATa*, we deleted ⍺ gene sequences at the *MAT* locus in the reference sequence to properly map all ⍺ gene sequence reads to *HMLα*.

**Figure 7:**
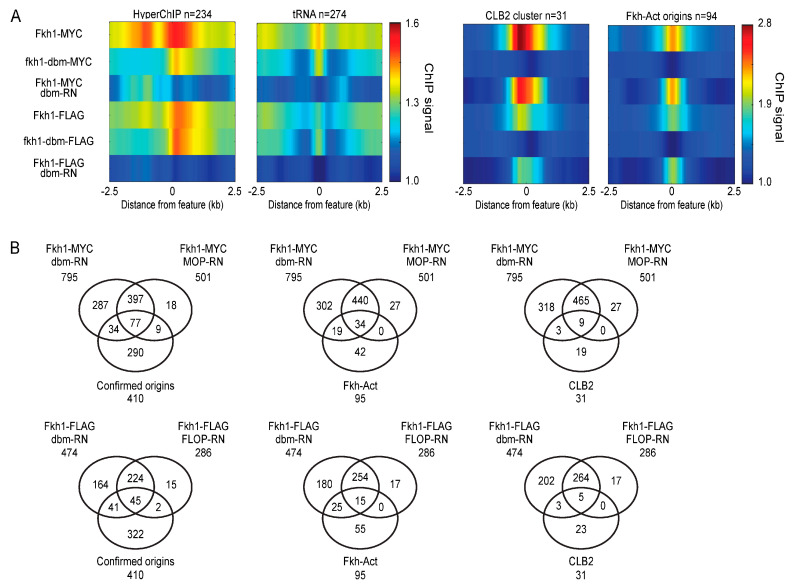
DNA-binding mutant control may be ideal. Strains MPy166 (*FKH1-9xMYC*), MPy169 (*fkh1-dbm-9xMYC*), MPy172 (*fkh1-dbm-3xFLAG*), and OAy1100 (*FKH1-3xFLAG*) were grown to log-phase, harvested, and analyzed using ChIP-seq. (**A**) Heatmaps of averaged ChIP signal across 5 kb regions centered on the indicated features. (**B**) Venn diagrams showing overlap of called peaks with origin and *CLB2* cluster sets comparing dbm-controlled against MOP- and FLOP-controlled sets analyzed in Figure 3.

## Data Availability

Sequencing data is available at GEO (GSE230475).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24119271/s1. References [8,11,26,27] are cited in Table S4 of Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

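The data are ChIP-seq libraries of budding yeast, 3 for each of 20 groups of strain, IP and culture, 60 libraries in all. Samples were grouped by strain genotype, antibody and culture (unsynchronized or held in G1 with α-factor). The labels name strain MPy54 for the Fkh1-FLAG (FLOP) libraries and MPy184 for the Mcm4-HA (HOP) libraries, where the paper's legends name MPy55 and MPy102, and these were matched by genotype. The authors made 150 bp paired-end reads, demultiplexed them with fastq-multx, aligned them to the yeast genome with Bowtie2, removed duplicates with samtools and counted reads over consecutive 50 bp windows with Bedtools. The deposited files hold, for each library, the raw count of reads that overlap each window, with no scaling by the authors, and a read counts in every window it overlaps. Counts of neighboring windows therefore share reads and are not independent.

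Summed counts per library ranged from 2116658 to 44263661 with a median of 18237294. The 20th percentile of the windows had a median per group from 10.5 counts (untagged, anti-MYC) to 126.5 counts (Fkh1-FLAG in the FLOP strain), and it was at most 19.0 in the untagged anti-MYC, MOP and Fkh1-MYC (MOP) groups and in the anti-HA G1 groups, whose values are the least precise. Over all pairs of replicates, r of log2 counts in bins was 0.616 to 0.961 with a median of 0.919. Spearman's rho of the same pairs went down to 0.161, in untagged anti-MYC. The biological coefficient of variation that edgeR estimated ranged from 0.0794 to 0.190 between comparisons, the highest for Fkh1-MYC (MOP) against MOP in G1 cells. Confidence intervals of percentages are 95% Wilson intervals, and intervals cover counting error only.

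The signal was made by the authors' steps: a moving median over 10 windows on each of 16 chromosomes, division by the 20th percentile of the library, averaging of the 3 libraries and, for RN, division by the averaged control. Bins of 500 bp are means of 10 such windows, 24134 in all. Tests between 2 groups used the sums of the 10 unsmoothed windows, library sizes set from the 20th percentile, bins with at least 10 counts in at least 3 libraries, and edgeR 4.0.16 (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. A bin was called at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. There were 15 such comparisons. Feature sets were compared in limma 3.58.1 on the log2 ratio of the set median to the median of all bins, with all groups in 1 fit, for 19 comparisons and 5 sets (95 tests). Differences between 2 such changes were tested as contrasts in the same fit. A set was set against all bins by a two-sided permutation test with 100000 random sets, whose smallest possible p is 2e-05. Single loci were compared by the two-sided exact permutation test, whose smallest p for 3 against 3 libraries is 0.1. Their adjusted p from edgeR is that of the bin at the middle of the locus. Regions are runs of bins with a value of at least 2 in each of 3 libraries. Overlaps of regions were set against rotated regions, and that of Orc1 with Mcm4 also against simulated libraries that share only their control. DESeq2 1.42.0 used the mean as its dispersion trend where its other trends could not be fitted. The other software was R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

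The tests were tried on simulated counts with 200 changed bins. For a change of 2 times in libraries like those of Fkh1-MYC (MOP) and MOP, edgeR found 192 by adjusted p and 112 with the fold change minimum, and 0 unchanged bins passed both. In libraries like those of Orc1-HA and HOP it found 171 and 109, and in those of Fkh1-MYC and fkh1-dbm-MYC 200 and 98. At a change of 4 times it found all 200 in each.

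The loci named in the text follow a rule set beforehand: every locus or gene that the paper names in its text, the tagged genes FKH1, ORC1, MCM4 and SIR2, the marker genes BAR1, ADE2, TRP1, URA3, LEU2 and HIS3, and for each comparison the 3 regions with the largest change among enriched bins that changed in the same direction in all 9 pairs of libraries. Not every region under this rule is reported here. Positions are the window coordinates of the files. Gene positions come from the R64 annotation and were placed on the windows left of the integration sites.

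The alternatives tried were TMM normalization, DESeq2, no filter, the single middle window of each bin, all libraries in 1 fit, a replicate block, only the 2 groups compared, no moving median, windows of 1000 bp, the mean over features, scaling by the median, other thresholds, averaging before scaling, leaving out chromosome ends and the rDNA, and leaving out each library in turn. Windows right of the integration sites on chr IV and chr XV were left out where libraries do not share coordinates, and their inclusion was chosen as an alternative after seeing the data. Orc1 regions as a stand-in for origins, with thresholds of 2 and 3, were also chosen after seeing the data. The list of CLB2-cluster genes was compiled for this work and is not the paper's. MACS peaks, the hyperChIPable loci, the OriDB origins, the Fkh-activated origins and origin efficiencies were not used here. No genome sequence was used, so the Fkh1 motif was not counted.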

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

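The tests of sequencing depth were written down before their results were seen. The tests of gene copies, of chromatin of another strain, of sequence shared between constructs and of the antibodies were chosen only after the result was seen.

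The change at a feature set differed between groups by an interaction test in 26 cases, given here as the difference on the log2 scale with limma's adjusted p. The first cases concern Fkh1. The change at CLB2-cluster promoters was larger with anti-MYC than with anti-FLAG by 0.41 in unsynchronized cells (0.00158), by 0.92 in G1 cells (1.19e-09) and by 0.56 with the DNA-binding mutant as control (3.08e-05). In G1 cells the anti-MYC change also exceeded the anti-FLAG change at Orc1 regions by 0.20 (0.0291), and it differed by -0.37 at tRNA genes (0.00137) and by -0.34 at snoRNA genes (0.0467). From unsynchronized to G1 cells the anti-MYC change differed by -0.33 at tRNA genes (0.00356) and by 0.25 at Orc1 regions (0.00612), and the anti-FLAG change by -0.31 at CLB2-cluster promoters (0.0201).

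In G1 cells the change from HOP with Orc1-HA exceeded that with Mcm4-HA by 0.48 at tRNA genes (5.93e-08), 0.59 at snoRNA genes (3.22e-06), 0.73 at centromeres (0.000285) and 0.62 at Orc1 regions (1.93e-13). The last is built in, since those regions were called from Orc1-HA.

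The other cases concern the LexA controls. From the untagged strain, the change in MOP exceeded that in FLOP by 1.12 at snoRNA genes (4.74e-09) and 0.72 at centromeres (0.0114). It exceeded that in HOP by 1.87 at centromeres (4.74e-09). The MOP change at centromeres was itself uncertain. It was 0.39, with limma's adjusted p of 0.0406 in the full fit and 0.283 with only MOP and the untagged strain in the fit. FLOP differed from HOP by -0.80 at snoRNA genes (6.20e-06) and 1.16 at centromeres (6.24e-05). From unsynchronized to G1 cells, MOP differed from FLOP by 0.25 at tRNA genes (0.0291) and -0.80 at centromeres (0.00486). MOP differed from HOP by 0.47 at tRNA genes (5.39e-05), 0.63 at snoRNA genes (0.000237), -3.31 at centromeres (3.79e-16) and 0.19 at Orc1 regions (0.0440). FLOP differed from HOP by -2.51 at centromeres (1.49e-12) and 0.38 at CLB2-cluster promoters (0.00400).

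Depth differs between the groups, with a median 20th percentile from 10.5 to 126.5 counts, so 59 of 60 libraries were thinned to a 20th percentile of 8 counts per window in 5 draws, and the remaining one had 6.0. All 26 differences kept their sign, with 0.746 to 1.09 of their size. Of them, 20 stayed past the threshold in every draw, which argues against depth as their whole cause. The remaining 6 did not, and thinning also removes counts that the test needs. Their medians after thinning are given here in brackets. They are the G1 differences between anti-MYC and anti-FLAG at snoRNA genes (-0.305) and Orc1 regions (0.22). The anti-FLAG difference between cultures at CLB2-cluster promoters (-0.31) also belongs to them. So do the culture differences of MOP and FLOP at tRNA genes (0.24) and of MOP and HOP at Orc1 regions (0.19). The last is that of FLOP and HOP at CLB2-cluster promoters (0.28, from 0.38). These sizes argue against depth as the whole cause of the 6, although not every draw passed the threshold. Where groups of different IPs are compared, the antibody, the tag and the LexA protein change together. They do not change in the differences between cultures of the same Fkh1 strain or between Orc1-HA and Mcm4-HA. The biological differences that the design names, the culture and the bound protein, stay open as untested.

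The largest of these differences rest on HOP at centromeres, where G1 cells exceeded unsynchronized cells by 2.50 on the log2 scale. The antibodies of the anti-HA IPs differ between the 2 cultures, and no anti-HA group had the same antibodies in both. An effect of the antibodies on HOP therefore cannot be told apart from one of the cell cycle.

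A signal appeared over single genes that the paper does not discuss. In untagged anti-MYC libraries the signal was 3.83 ± 1.80 (SD, n = 3 libraries) over FKH1, 5.38 ± 2.43 over TRP1 and 5.71 ± 3.47 over LEU2, against 1.47 over FKH1 and 1.90 over TRP1 in MOP. Chromatin of a Fkh1-MYC strain in these samples is argued against by the recombination enhancer, which had 1.24 in them and 13.4 in Fkh1-MYC. More copies of the genes in the untagged strain are argued against by its anti-FLAG libraries, which had 1.18 over FKH1. The region 3 to 5 kb outside FKH1 had 1.23, so that a candidate explanation is extra DNA that carries the genes alone, such as an amplified tagging fragment or a plasmid. Such DNA was not identified.

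In unsynchronized anti-HA libraries LEU2 had a signal of 13.6 ± 2.97 in the untagged strain and 12.0 ± 2.58 in HOP, against 1.62 ± 0.202 in HOP G1 libraries. The flanks of LEU2 had 1.51 in the untagged strain, and its anti-FLAG libraries had 1.60 over LEU2, which argues against more copies in the strain. Extra DNA that carries LEU2 may be the source here too.

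In Orc1-HA libraries the signal was 9.59 ± 0.231 over ORC1 and 10.1 ± 1.13 over URA3, against 1.55 and 1.63 in HOP G1 libraries. The region 3 to 5 kb outside URA3 had 1.11, against 1.26 in HOP G1 libraries. The strain was tagged with a fragment carrying ORC1 and URA3, and extra copies of that fragment could give the signal over URA3. Outside ORC1 the signal was raised, 1.99 ± 0.118 against 1.27 ± 0.0723 in HOP G1 libraries, so at ORC1 such copies cannot be told apart from signal that spreads beyond the gene. Of the 875 bins enriched over HOP, 11 lie at or close beside these 2 genes.

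HOP libraries, whose construct is at TRP1, had a signal of 2.11 ± 0.613 in the windows of the construct at ADE2, against 0.0182 in untagged anti-HA libraries. The 1 kb left of that construct had 1.15 in HOP, so bound DNA at ADE2 is unlikely, and reads of the lexA sequence that the constructs share are a candidate explanation. No biological explanation was tested for these single-gene signals.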

How the results depend on the processing

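Alternatives were set before the data were examined, except for 3 chosen only after the result was seen: the inclusion of features right of the integration sites, the inclusion of bins right of the integration sites, and Orc1 regions with a threshold of 3. Over 128 results there were 1331 values under an alternative. Of these, 1161 counted as unchanged: they kept their side of the threshold, or moved by less than the spread or by at most 1.5 times. Of the others, 24 were no longer past the threshold and 8 were newly past it. A further 138 values without a test moved by more than the spread or by more than 1.5 times. The number counted as reversed was 0, but counts, shares of top bins and rDNA values could not be so counted. A change of a feature set short of the threshold in both settings counted as unchanged whatever its sign. With TMM normalization, depleted bins came to outnumber enriched bins in Sir2-FLAG and in HOP between cultures. For the values given in this part the cause was not tested, except where the construction of the alternative shows it. Counts of bins and regions depend on the threshold by construction. Depth limits the anti-MYC controls, whose 20th percentile was 10.5 counts per window in the untagged strain and 11.5 in MOP.

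With TMM normalization, depleted bins of Orc1-HA numbered 16, enriched and depleted bins of Sir2-FLAG 240 and 565, those of MOP from unsynchronized to G1 cells 372 and 176, and those of HOP 147 and 254. DESeq2 gave 16 for Orc1-HA, 242 and 549 for Sir2-FLAG, 368 and 174 for MOP between cultures and 151 and 249 for HOP between cultures. With DESeq2 depleted bins also numbered 4 in MOP against the untagged strain and 0 in Fkh1-FLAG (FLOP) against FLOP, where edgeR called 1. Under the 20th-percentile scaling the median log2 fold change of all bins was 0.19 in Sir2-FLAG, 0.20 in MOP between cultures and 0.26 in HOP between cultures.

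With the single middle 50 bp window of each bin, MOP had 1 enriched and 7 depleted bins against the untagged strain. Depleted bins numbered 71 in Fkh1-MYC (MOP), 6 in Fkh1-FLAG (FLOP), 2 in Fkh1-FLAG over its mutant, 223 in G1 Fkh1-MYC (MOP), 1 in G1 Fkh1-FLAG (FLOP), 158 in Orc1-HA, 264 in Mcm4-HA and 651 in Sir2-FLAG. Between cultures, MOP had 1240 enriched and 130 depleted bins and HOP 558 and 220. With bins right of the integration sites included, MOP had 15 enriched bins over the untagged strain.

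The replicate numbers do not pair the libraries: over the comparisons, correlations between libraries of equal number ranged from -0.300 to 0.138 with a median of -0.00216, and in 0 of 15 comparisons were all above 0.1. With replicate number as a block, depleted bins numbered 21 in MOP against the untagged strain and 1 in Fkh1-FLAG over its mutant. The log2 change at tRNA genes with its adjusted p was 0.29 (0.113) for MOP over untagged, -0.036 (0.0388) for Fkh1-MYC over its mutant, 0.27 (0.184) for Fkh1-MYC over untagged, 0.15 (0.101) for Fkh1-FLAG over untagged and 0.30 (0.224) for fkh1-dbm-MYC over untagged. At Orc1 regions it was 0.26 (0.0554) for G1 Fkh1-FLAG, and at centromeres 0.39 (0.0554) for MOP and -0.33 (0.00264) for FLOP, each over untagged.

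With only the 2 groups compared in the fit, the change at tRNA genes was 0.29 (adjusted p 0.179) for MOP over untagged, -0.036 (0.0251) for Fkh1-MYC and -0.10 (0.0416) for Fkh1-FLAG over their mutants, 0.27 (0.159) for Fkh1-MYC over untagged and 0.30 (0.103) for fkh1-dbm-MYC over untagged. At centromeres it was 0.39 (0.283) for MOP and -0.33 (8.82e-05) for FLOP, and at snoRNA genes 0.49 (0.0765) for MOP, each over untagged. These sizes do not change because only the estimate of the spread does.

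With no moving median, the tRNA change of Fkh1-FLAG over untagged was 0.16 (adjusted p 0.0647), and the share of top bins was 26.3% between untagged anti-FLAG and anti-HA and 72.5% between HOP and the untagged strain. With the mean over features, the tRNA change was -0.14 (0.0625) for G1 Fkh1-MYC and -0.15 (0.0545) for Mcm4-HA, and the change at Orc1 regions was 0.75 (0.000323) for Fkh1-FLAG (FLOP). With 1000 bp windows that change was 0.12 (0.0127), and the change at centromeres was 0.27 (0.0639) for MOP over untagged. With Orc1 regions of at least 3 it was 0.13 (0.0495) for Fkh1-FLAG (FLOP).

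Over these settings the adjusted p for tRNA genes ranged from 8.83e-05 to 0.179 for MOP over untagged, from 2.07e-06 to 0.184 for Fkh1-MYC over untagged, from 0.00463 to 0.101 for Fkh1-FLAG over untagged, from 3.93e-05 to 0.224 for fkh1-dbm-MYC over untagged, from 0.0251 to 0.988 for Fkh1-MYC and from 0.0416 to 0.868 for Fkh1-FLAG over their mutants, from 5.21e-05 to 0.0625 for G1 Fkh1-MYC and from 0.000475 to 0.0545 for Mcm4-HA. For Orc1 regions it ranged from 0.000323 to 0.242 for Fkh1-FLAG (FLOP) and from 7.20e-08 to 0.0554 for G1 Fkh1-FLAG. For centromeres it ranged from 0.0264 to 0.283 for MOP and from 8.82e-05 to 0.149 for FLOP, and for snoRNA genes from 1.02e-05 to 0.0765 for MOP.

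Regions before and after RN follow the threshold. At 1.5 they numbered 1004 and 560 for Fkh1-MYC (MOP), 795 and 348 for Fkh1-FLAG (FLOP), 1009 and 707 for Fkh1-MYC with its mutant, 945 and 416 for Fkh1-FLAG with its mutant, 2044 and 870 for G1 Fkh1-MYC, 903 and 182 for G1 Fkh1-FLAG and 2475 and 368 for Sir2-FLAG, with 1759 for Orc1-HA and 1830 for Mcm4-HA before RN. At 3 they numbered 151 and 131, 60 and 41, 182 and 142, 107 and 59, 378 and 218, and 125 and 28 in the same order of Fkh1 comparisons. At 3 there were 136 and 92 for Mcm4-HA, and before RN 300.0 for Orc1-HA and 151 for Sir2-FLAG. With the threshold on the mean of 3 libraries, Sir2-FLAG had 1316 and 117.

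With scaling by the median, regions before RN numbered 233 for Fkh1-MYC (MOP), 142 for Fkh1-FLAG (FLOP), 299 for Fkh1-MYC and 218 for Fkh1-FLAG, 413 and 199 for G1 Fkh1-MYC and Fkh1-FLAG, 345 for Orc1-HA, 198 for Mcm4-HA and 185 for Sir2-FLAG. Under this scaling the Sir2-FLAG log2 ratio at HMR was 0.85, and the highest rDNA window was 1868 for Orc1-HA and 1436 for Mcm4-HA. A library's median lies above its 20th percentile, which lowers every scaled value before RN.

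Without chromosome ends and rDNA, untagged anti-HA libraries had 339 outlier bins. The share of top bins was then 8.57% between untagged anti-FLAG and anti-MYC, 14.0% between anti-FLAG and anti-HA, 18.3% between anti-MYC and anti-HA, 14.4%, 17.2% and 60.7% between MOP, FLOP and HOP and the untagged strain, 22.3% between MOP and FLOP, 27.9% between MOP and HOP and 28.6% between FLOP and HOP. With the top 0.5% of bins it was 41.8%, 41.6% and 54.1% between the untagged IPs in that order, 55.1% and 43.5% for MOP and FLOP with the untagged strain, 51.7% between MOP and FLOP, 57.7% between MOP and HOP and 50.5% between FLOP and HOP.

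With 1 library left out, enriched bins of MOP over the untagged strain ranged from 1 (without MOP replicate 1) to 64 (without untagged anti-MYC replicate 3), and depleted bins from 0 (without MOP replicate 1) to 23 (without MOP replicate 2). Depleted bins ranged from 28 (without HOP replicate 2) to 57 (without HOP replicate 1) in HOP over untagged, from 9 (without MOP replicate 3) to 16 (without Fkh1-MYC (MOP) replicate 1) in Fkh1-MYC (MOP), and from 0 (without Fkh1-FLAG (FLOP) replicate 1) to 2 (without its replicate 3) in Fkh1-FLAG (FLOP). They ranged from 0 to 1 (without Fkh1-MYC replicate 1) and from 0 to 3 (without Fkh1-FLAG replicate 2) over the mutants, from 109 (without MOP replicate 3) to 181 (without Fkh1-MYC (MOP) replicate 2) in G1 Fkh1-MYC, from 0 to 1 (without FLOP replicate 3) in G1 Fkh1-FLAG and from 44 (without HOP replicate 2) to 73 (without Orc1-HA replicate 1) in Orc1-HA. Between cultures they ranged from 49 (without unsynchronized MOP replicate 1) to 107 (without MOP G1 replicate 1), from 9 (without unsynchronized FLOP replicate 2) to 30 (without unsynchronized FLOP replicate 1) and from 85 (without unsynchronized HOP replicate 2) to 142 (without HOP G1 replicate 1).

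Enriched bins of Sir2-FLAG ranged from 258 (without replicate 2) to 548 (without replicate 3), and its regions before RN from 627 (without replicate 2) to 981 (without replicate 3). The tRNA change of Fkh1-FLAG over untagged ranged from 0.11 (adjusted p 0.219, without untagged anti-FLAG replicate 2) to 0.18 (0.0322), and the centromere change of MOP over untagged from 0.18 (0.409, without untagged anti-MYC replicate 1) to 0.71 (4.92e-05, without replicate 3). The highest rDNA window after RN ranged from 3.85 (without HOP replicate 1) to 5.12 (without HOP replicate 3) for Orc1-HA and from 2.67 (without HOP replicate 2) to 3.61 (without HOP replicate 3) for Mcm4-HA.

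Other single libraries also moved a count by over 1.5 times or a call across the threshold. MOP over untagged had 1 enriched and 0 depleted bins without MOP replicate 3, 11 enriched without MOP replicate 2, 2 and 3 without untagged anti-MYC replicate 2, 5 depleted without its replicate 1 and 19 depleted without its replicate 3. Depleted bins numbered 16 without Fkh1-MYC (MOP) replicate 3, 0 without Fkh1-FLAG (FLOP) replicate 2, 1 without fkh1-dbm-MYC replicate 2 and 144 without G1 Fkh1-MYC (MOP) replicate 3. They numbered 68, 65 and 67 in Orc1-HA without its replicate 2, its replicate 3 or HOP replicate 1. Between cultures they numbered 91, 77 and 70 in MOP without G1 replicate 2, G1 replicate 3 or unsynchronized replicate 3, and 16 in FLOP without G1 replicate 1 or 2. The tRNA change of Fkh1-FLAG over untagged had an adjusted p of 0.0591 without untagged replicate 3 and of 0.0565, 0.0694 and 0.143 without Fkh1-FLAG replicate 1, 2 or 3. The centromere change of MOP over untagged was 0.28 (0.208) without untagged replicate 2, 0.38 (0.0826) without MOP replicate 1 and 0.26 (0.229) without MOP replicate 3.

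In each of 15 comparisons of bins, the 6 libraries were also split in the other ways. With 10 splits the share of splits as high as the real one is never below 0.1, so chance cannot be excluded in this way for any comparison. In MOP against the untagged strain 2 of 10 splits gave at least as many bins in the direction with more bins, with 12 in the real split and 12 in the highest other. In each of the other 14 comparisons only the real split, 1 of 10, did. The real value and the highest other were 271 and 0 for FLOP and 32 and 0 for HOP over untagged, 704 and 11 for Fkh1-MYC (MOP), 385 and 0 for Fkh1-FLAG (FLOP), 777 and 0 for Fkh1-MYC and 429 and 1 for Fkh1-FLAG over their mutants, 1354 and 7 for G1 Fkh1-MYC, 165 and 0 for G1 Fkh1-FLAG, 875 and 0 for Orc1-HA, 514 and 0 for Mcm4-HA and 390 and 0 for Sir2-FLAG. Between cultures they were 796 and 8 for MOP, 178 and 0 for FLOP and 353 and 0 for HOP.

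Not run were the overlap of regions with annotated origins within 500 bp, which needs an origin list, and the counts of the Fkh1 motif, which need a genome sequence. Annotated repeats were limited to chromosome ends and the rDNA.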

Differences from the paper's values

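The values in this part come from settings fixed before the data were examined. The comparisons with the paper's statements were chosen only after the result was seen.

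The paper gives 3% of all bins as the lower end of the outliers in untagged IPs, and the lowest value here was 0.874%, with anti-MYC. It was 2.18% with anti-HA and 6.49% with anti-FLAG, the latter within the paper's range. The counts of outlier bins do not differ in this way: the paper shows about 220 with anti-MYC, about 520 with anti-HA and about 1600 with anti-FLAG in Fig. 2B, read by eye, and the counts here were 211, 525 and 1566. All alternatives set before the data were examined also differ from the paper's lower end: 0.928% with no moving median, 0.891% averaged before the scaling, 0.619% without chromosome ends and rDNA, and 0.779% to 0.999% with 1 untagged anti-MYC library left out.

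For the highest rDNA signal of Fkh1-MYC in G1 cells, the paper shows about 400 in Fig. 6A before RN, read by eye, and the value here was 4451 ± 1857 (SD, n = 3 libraries). The alternatives set before the data were examined all differ from the paper's value: 4864 with no moving median, 3104 with scaling by the median, and 3380 to 5038 with 1 library left out.

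After RN the paper shows about 5 in Fig. 6A, read by eye, and the value here was 8.83 ± 3.69 (SD, n = 3 libraries). Among the alternatives, the value differed from the paper's by less than this SD with scaling by the median (8.33), without Fkh1-MYC (MOP) G1 replicate 1 (6.72), and without MOP G1 replicate 1 (7.52) or replicate 3 (8.17). It differed by more with no moving median (9.59), without Fkh1-MYC (MOP) G1 replicate 2 (10.0) or replicate 3 (9.79), or without MOP G1 replicate 2 (11.9).

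The paper describes the uncontrolled Fkh1-MYC rDNA as without the broad signal seen with the other proteins. Here its median over the rDNA unit was 1081, between that of Sir2-FLAG (634.2) and that of Mcm4-HA (1274).

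The paper finds no significance for CLB2-cluster genes as a group after RN in unsynchronized cells. Here the promoters of 26 genes from another list had a log2 ratio to all bins of 1.09 after MOP-RN and 0.58 after FLOP-RN, each with a two-sided permutation p of 2e-05, the smallest possible.

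The paper lists tRNA genes as over-enriched in the unsynchronized HOP strain. Here their log2 ratio to all bins was 0.00 (permutation p = 0.795). In MOP and FLOP it was 0.14 and 0.07 (permutation p = 2e-05, the smallest possible, for each), as the paper states in one place, while in another it calls tRNA genes not enriched in MOP.

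The paper's discussion places centromeres among the sequences with low signal in anti-HA IPs, while its results describe them as high there. Here centromeres were above all bins in each group of anti-HA controls, with log2 ratios of 1.62 in the untagged strain, 0.25 in HOP and 2.59 in HOP G1, and below them in FLOP (-0.72) and MOP (-0.30).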

Other observations

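The test of displaced coordinates among enriched bins and the thinning of the mutant comparisons were written down before their results were seen. Setting the bins at the construct apart and the depths of the anti-FLAG libraries, like the other tests in this part, of the inserted sequence, the strain, the scaling, shared reads and the library drawn, were chosen only after the result was seen.

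Libraries of different IPs do not share coordinates right of the integration sites. Anti-HA libraries are displaced by 1750 bp on chr IV, and all groups except untagged anti-FLAG and untagged anti-MYC are displaced by 2000 to 2200 bp on chr XV. A difference of the strains from the reference is argued against by the untagged anti-HA libraries, which have no construct and were displaced by 2000 bp. Their signal in the inserted windows at ADE2 was 0.0182, which is consistent with construct sequence inserted into the sequence used for alignment. Of the 1052 bins left out on chr XV, 17 lie at the construct (up to 573500) and held 6 of the bins enriched in MOP and 12 of those in FLOP, where signal of the lexA array itself is expected. Beyond them, 0.193% of the bins were enriched in MOP over the untagged strain (2 of 1035) against 0.0303% of the others (Fisher's exact p = 0.0542), and 1.06% in FLOP (11 of 1035) against 0.754% of the others (p = 0.270). An effect of the displacement on these calls cannot be told apart from calls as elsewhere, since so few bins are called. The bins were left out of the counts because the sequence in them differs between libraries.

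The DNA-binding mutant gave more enriched bins than MOP or FLOP as control. For anti-MYC, a deeper mutant comparison is argued against as the cause, since the count after thinning to the depth of the LexA-controlled libraries was still higher, with a median of 938.5 against 747. For anti-FLAG thinning changed little (468 bins before, a median of 467.5 after) and tests nothing. There the mutant comparison was not the deeper one. The 20th percentile had a median of 63.0 counts in Fkh1-FLAG against 126.5 in Fkh1-FLAG (FLOP), and 83.0 in fkh1-dbm-FLAG against 84.0 in FLOP. That argues only against greater depth as the cause. Whether lower depth raised the count cannot be told, since with anti-MYC thinning raised it from 807 to a median of 938.5. The strains also differ in whether a LexA protein competes in the IP, and that difference was not tested.

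The lexA array of MOP lost signal when Fkh1-MYC was expressed. Its windows were chosen by the signal of unsynchronized MOP and not by that of G1 libraries. With scaling by the median in place of the 20th percentile the log2 ratio was -2.72, which argues against the scaling as the cause. In G1 cells the signal at this array was 5.81 ± 1.05 (SD, n = 3 libraries) with Fkh1-MYC and 58.4 ± 8.19 in MOP (log2 ratio -3.33, adjusted p = 1.46e-18 from edgeR, lower in 9 of 9 pairs of libraries). At the HOP array the signal was 3.03 ± 0.749 in HOP and 0.831 ± 0.258 with Orc1-HA (-1.85, adjusted p = 2.66e-12) and 0.778 ± 0.144 with Mcm4-HA (-1.95, adjusted p = 1.72e-13). At the first FLOP array in G1 cells the ratio was -0.24 with Fkh1-FLAG (exact permutation test, two-sided, p = 0.6) and -1.29 with Sir2-FLAG (44.3 against 108.3 in FLOP, exact p = 0.2, adjusted p = 0.0111 from edgeR). Competition of the second tagged protein for the antibody, which the paper discusses, was not tested.

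HML and the α genes of MAT had similar signals over the 20 groups. The ratio had a median of 1.03 and ranged from 0.82, in unsynchronized MOP, to 1.11. This is consistent with reads of the same sequence placed at either locus. By the paper's legend the strain is MATa, so these reads come from HML, and the α genes at MAT were deleted from the reference. In the files the reads also lie at MAT.

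The highest rDNA window of Fkh1-MYC (MOP) in G1 cells is far above the value drawn for it in Fig. 6A. Another library drawn in that panel possibly accounts for the difference. The highest window was 410.8 before RN and 5.14 after it in G1 Fkh1-FLAG (FLOP), and 514.8 and 5.30 in unsynchronized Fkh1-MYC (MOP). Before RN both lie far below the 4451 of G1 Fkh1-MYC (MOP), and after RN they are below its 8.83 ± 3.69 by no more than about that SD. Whether one of these is drawn cannot be told apart from another reason, since the plotted values were not used here.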
